# DKK3–CKAP4 signaling drives fibroimmune remodeling and hair follicle miniaturization in androgenetic alopecia

**DOI:** 10.7150/thno.135412

**Published:** 2026-05-29

**Authors:** Seungchan An, Hyunju Kim, Mei Zheng, In Guk Park, Leegu Song, Jino Kim, Minsoo Noh, Jong-Hyuk Sung

**Keywords:** androgenetic alopecia, dermal papilla cells, fibroimmune remodeling, DKK3–CKAP4 signaling, epithelial–mesenchymal crosstalk.

## Abstract

**Rationale:**

Androgenetic alopecia (AGA) is characterized by progressive hair follicle miniaturization driven by androgen signaling and alterations in the follicular microenvironment, including fibrosis and inflammation. Therefore, identifying key mediators of epithelial–mesenchymal crosstalk is essential for elucidating disease mechanisms and developing targeted therapeutic strategies. In this context, we investigated the role of the DKK3–CKAP4 signaling axis as a potential mediator of fibroimmune remodeling in AGA and evaluated its functional and therapeutic relevance.

**Methods:**

We performed meta-analysis of human and mouse single-cell RNA sequencing datasets to identify candidate signaling pathways associated with AGA. Spatial expression of DKK3 and its receptor CKAP4 was validated by immunostaining. Functional roles were assessed using hair follicle organ culture and androgen-induced AGA mouse models, with pathway modulation by recombinant DKK3 and neutralizing antibodies. Single-cell transcriptomic analyses were conducted to characterize cellular and molecular changes following pathway inhibition.

**Results:**

DKK3 was expressed in epithelial and mesenchymal compartments of the hair follicle, whereas CKAP4 was enriched in dermal papilla cells and dermal fibroblasts. Recombinant DKK3 suppressed hair follicle growth in organ culture, while neutralization of DKK3 or CKAP4 restored hair elongation and promoted hair regeneration in androgen-driven models. Single-cell analysis revealed that androgen signaling induced fibroimmune transcriptional program in mesenchymal cells, characterized by extracellular matrix deposition and inflammatory pathway activation. Inhibition of DKK3 attenuated these responses and partially restored dermal papilla cell populations.

**Conclusions:**

These findings identify the DKK3–CKAP4 axis that contributes to fibroimmune remodeling in AGA. Targeting this pathway restores a regenerative follicular microenvironment and represents a potential therapeutic strategy for reversing hair follicle miniaturization.

## Introduction

Androgenetic alopecia (AGA), the most prevalent form of hair loss in adults, is characterized by progressive miniaturization of hair follicles (HFs) in a patterned distribution. This condition is driven primarily by excessive androgen signaling‒particularly dihydrotestosterone (DHT) acting via the androgen receptor (AR)‒which affects dermal papilla cells (DPCs) and their ability to sustain the anagen phase of hair growth 1-3. However, beyond androgen signaling, increasing evidence suggests that AGA involves aberrant modulation of key morphogenetic pathways and local inflammatory and fibrotic remodeling of the scalp microenvironment 4, 5.

Among the most well-characterized molecular mediators in AGA is Dickkopf-1 (DKK1), a secreted inhibitor of canonical Wnt/β-catenin signaling 6-8. DKK1 expression is reportedly upregulated in DPCs following DHT stimulation and has been shown to induce catagen-like changes in hair follicles both *in vitro* and *in vivo* 9-11. DKK1 signaling network appears to be involved in the pathogenesis of AGA, promoting a fibrotic, anti-proliferative, and immune activated milieu that sustains follicular miniaturization 12, 13. By antagonizing Wnt ligands through low-density lipoprotein receptor-related protein 5/6 (LRP5/6) receptor binding, DKK1 suppresses follicular stem cell activation, accelerates regression of the hair cycle, and impairs hair shaft elongation. Elevated levels of DKK1 have been reported in balding scalp regions contribute directly to follicular miniaturization and impaired regenerative capacity, positioning DKK1 as a central effector of androgen-driven hair loss 14, 15. However, we found in the previous study that DKK1 is not highly expressed in DPCs and outer-root sheath cells, but in adipose-derived stem cells surrounding hair follicle 8. On the contrary, Dickkopf-2 (DKK2) and DKK3 is highly expressed in mesenchymal cells such as DPCs and dermal fibroblasts (DFs) in hair microenvironment (Figure S1, GSE295410).

Of note, DKK3 protein becomes localized to the Wnt-inactive inner bulge during the hair cycle growth phase, and play a key role in reinforcing hair follicle stem cell differentiation 16. Genetic ablation of DKK3 significantly attenuates radiation-induced skin fibrosis and dermatitis, highlighting DKK3 as a potential therapeutic target for mitigating skin or hair damage 16, 17. In parallel, DKK3 has emerged as an additional contributor to hair follicle dysfunction 17. Unlike DKK1, DKK3 does not bind LRP5/6, but instead signals through cytoskeleton-associated protein 4 (CKAP4), a multifunctional receptor capable of mediating noncanonical Wnt, Akt, and NF-κB activation 18-20. DKK3 expression is induced under stress and injury conditions and has been implicated in tissue fibrosis, chronic inflammation, and immune evasion 21, 22. Notably, proteomic analyses have revealed that CKAP4 is significantly upregulated in DPCs from balding scalp, suggesting that the DKK3–CKAP4 axis may further propagate hair follicle atrophy by altering mesenchymal signaling responsiveness 23.

Given these findings, we hypothesize that the DKK3–CKAP4 signaling axis functions as a modulatory pathway in AGA and therapeutic inhibition of the DKK3/CKAP4 signaling axis-such as through monoclonal antibodies or receptor blockade may restore a pro-regenerative microenvironment conducive to hair follicle growth. In this study, we explore the pathogenic role of DKK3/CKAP4 signaling in AGA and propose a novel therapeutic framework for targeting this pathway to reverse or prevent follicular miniaturization.

## Materials and Methods

### Animals

Male adult (4 and 7 weeks old) C3H/HeN mice were purchased from Orient Bio Co. Ltd (Sungnam, Korea). All animal studies were conducted with the approval of the Animal Care and Use Committee of Yonsei University (IACUC-A-202403-1820-02).

### Telogen-to-anagen transition

Animal experiments were performed according to Kim 24 and Paus *et al*. 25. The dorsal area (2.5 cm × 4 cm) of 7-week-old, 22–24 g C3H/HeN mice, which were in the telogen stage of the hair cycle, were shaved using a hair clipper and hair removal cream (Ildong, Seoul, Korea). Subcutaneous injection of recombinant DKK3 protein (rDKK3; Sino Biological, Beijing, China) was administered for 10 days. Any darkening of the skin (indicative of hair cycle induction) was carefully monitored. After 13 days, dorsal hair was shaved and weighed.

### Hair organ culture

*Ex vivo* HF culture was performed using mouse vibrissae follicles and human HFs to evaluate hair shaft growth. Anagen-stage HFs were carefully isolated from the upper lip area of 4-week-old mice under a stereomicroscope. Individual HFs were maintained in serum-free Williams E medium containing L-glutamine (2 mM), insulin (10 μg/mL), hydrocortisone (10 ng/mL), penicillin (100 U/mL), and streptomycin (100 μg/mL). Images were captured at day 2 for mouse vibrissae and day 6 for human HFs, and hair shaft elongation was quantified from the images. Data are presented as the mean ± standard error (SE) from 10 HFs per group.

### Cell isolation and cell culture

Human HFs were obtained from New Hair Institute (South Korea) with written informed consent from all donors. All procedures involving human-derived samples were reviewed and approved by the relevant institutional ethical committee and conducted in accordance with the principles of the Declaration of Helsinki.

Human DPCs and dermal sheath cells (DSCs) were isolated from individual HFs under a stereomicroscope. Briefly, the follicle bulb was carefully inverted using fine forceps and needles to expose the dermal papilla region, and residual epithelial components were removed. The separated DP and DS were individually transferred onto CellBIND 35-mm culture dishes (Corning, USA) and allowed to attach under undisturbed conditions for approximately 10 days.

Human DPCs were cultured in follicle dermal papilla cell growth medium (PromoCell, Germany) with 1% antibiotic-antimycotic (Thermo Fisher Scientific, USA). Human DFs were kindly gifted by Prof. Sang Ho Oh (Severance Hospital, Yonsei University College of Medicine, Seoul, Korea) and cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Germany) with 10% fetal bovine serum (FBS; Hyclone, USA), and maintained in a humidified incubator at 37 °C with 5% CO_2_.

### Cell proliferation assay

Human DPCs were plated in a 96-well plate at a density of 1500 cells/well and cultured for 24 h, and then followed by the indicated treatment. Cell viability was assessed by EZ-CYTOX cell viability assay kit (DoGEN, Seoul, Korea) according to manufacturer’s instruction. In short, EZ-CYTOX reaction mixture was added to culture medium and incubated for 1 hr. After brief mixing, absorbance of reaction product was measured by microplate reader (BMG Labtech, Germany) at 450nm wavelength.

### RNA extraction, cDNA synthesis, quantitative real-time PCR (qRT-PCR), and PCR array

Total RNA was extracted from cells using TRIzol Reagent (Thermo Fisher Scientific), followed by reverse transcription using a cDNA synthesis kit (Nanohelix, Daejeon, Korea). qRT-PCR was performed using the QuantSrudio1 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The primer sequences used were as follows (forward and reverse, respectively): 5’-GATTCCCTGGACCTAAAGGTGC-3’ and 5’-AGCCTCTCCATCTTTGC-CAGCA-3’ for *COL1A1*; 5’- CCTGGTGCTAAAGGAGAAAGAGG-3’ and 5’-ATCACCAC-GACTTCCAGCAGGA-3’ for *COL1A2*; 5’- TGGTCTGCAAGGAATGCCTGGA-3’ and 5’-TCTTTCCCTGGGACACCATCAG-3’ for *COL3A1*; 5′-CATCACTGCCACCCAGAAGACT- G-3′ and 5′-ATGCCAGTGAGCTTCCCGTTCAG-3′ for *GAPDH*.

### Meta-analysis of scRNA-seq data

Publicly available scRNA-seq datasets from mouse (GSE295410) 4 and human (GSE212450) 26 studies were analyzed. Data processing was conducted using the Seurat R package (v5.0.3) following the previously described workflows 27, 28.

### AGA animal model

An androgen-induced alopecia model was established in 7-week-old male C3H mice (n = 30). Following dorsal hair removal, mice were subcutaneously administered testosterone propionate (TP; 0.5 mg/day) or DHT (1 mg/day) dissolved in corn oil (Sigma), five times per week. Anti-DKK3 antibody (25 μg/head; Bio X Cell, NH, USA) was administered subcutaneously once per week. Skin darkening was carefully monitored, and dorsal photographs were taken on day 19.

### Mouse skin scRNA-seq: tissue dissociation and library preparation

Dorsal skin samples were collected from control (Con), DHT-treated, and DHT plus anti-DKK3 antibody–treated mice, with four biologically independent mice per group (n = 4 mice per group). Hair was removed prior to tissue collection, and excised skin was trimmed to remove excess fat and connective tissue, minced, and processed into single-cell suspensions. Cells from four mice per group were pooled prior library preparation. Skin fragments were digested in HBSS containing calcium supplemented with Liberase TL Research Grade (0.5 mg/mL; Roche), hyaluronidase (0.1 mg/mL; Sigma-Aldrich), and DNase I (0.1 mg/mL; Sigma-Aldrich) for 1.5 h at 37 ºC with shaking. The digested tissue was sequentially filtered through 70-μm and 40-μm cell strainers. Red blood cells were removed using ACK lysis buffer (Gibco), and debris was depleted by Percoll (Sigma-Aldrich) density-gradient centrifugation. The resulting single-cell suspensions were used for library preparation. Single-cell 3’ gene expression libraries were generated using the Chromium GEM-X Single Cell 3’ RNA Library v4 kit (10x Genomics) according to the manufacturer’s instructions and sequenced on an Illumina platform at Macrogen (Seoul, Republic of Korea). Library preparation and sequencing were performed in a blinded manner.

### scRNA-seq data processing and cell-type annotation

Raw base call files were first converted into FASTQ format using BCL Convert (v4.3.6). Sequencing reads were then processed with Cell Ranger (v9.0.1, 10x Genomics) against the GRCm39-2024-A reference genome to obtain gene-by-cell count matrices. To exclude low-quality profiles, cells were filtered based on gene detection and mitochondrial transcript proportion, removing cells with fewer than 200 genes, more than 8,000 genes, or greater than 10% mitochondrial content. Putative doublets were identified using DoubletFinder (v2.0.4) and excluded. Following normalization, highly variable genes (top 2,000) were selected to capture transcriptional variability. Data integration across conditions and datasets was performed using an anchor-based approach implemented in Seurat (v5.0.3).

### scRNA-seq data clustering, visualization, and annotation

Cell populations were identified by constructing a shared nearest-neighbor (SNN) graph and applying community detection using the Louvain algorithm. Low-dimensional embeddings were generated using Uniform Manifold Approximation and Projection (UMAP) or t-distributed stochastic neighbor embedding (t-SNE) to visualize transcriptional heterogeneity. Cell-type identities were assigned based on canonical marker genes and prior literature 4, 27. Expression patterns and gene co-expression relationships were examined using visualization approaches such as DotPlot and FeaturePlot, with blending enabled (threshold = 0.5).

### Pseudobulk analysis and functional interpretation

To assess condition-dependent transcriptional changes, pseudobulk differential expression analysis was performed by aggregating gene counts per sample using Seurat’s pseudobulk framework. Differentially expressed genes (DEGs) were determined based on a threshold of |log2 fold change| > 1 across experimental conditions. Protein–protein interaction networks were constructed using STRINGdb (v2.16.4), and community detection was performed with the igraph R package (v2.0.3). Functional enrichment analyses were conducted using gprofiler2 (v0.2.3) and fgsea (v1.30.0). AddModuleScore function in Seurat was used for androgen receptor (AR) activity score calculation using the AR target genes obtained from the TFLink database.

### Cell–cell communication analysis

Intercellular signaling networks were reconstructed using the CellChat R package (v2.1.1), which infers ligand–receptor interactions from curated signaling databases and estimates communication strength between distinct cell populations. Since DKK signaling interactions were not included in the original CellChat database, DKK-associated ligand–receptor pairs curated from the literature were additionally incorporated for analysis (Table S1). This framework enabled the identification of key signaling sources and target cell types within the AGA microenvironment. In addition, it was applied to evaluate alterations in intercellular communication patterns in response to DHT exposure and DKK3 neutralization.

### Immunostaining

Immunofluorescence analyses were performed on formalin-fixed (10%) and paraffin-embedded sections of mouse skin and human hair follicles. Following heat-induced antigen retrieval, tissue sections were incubated with primary antibodies against DKK3 (ABclonal, Wuhan, China) and CKAP4 (Santa Cruz Biotechnology, Dallas, TX, USA). Alexa Fluor 488- or Alexa Fluor 594-conjugated secondary antibodies specific for rabbit or mouse IgG (Invitrogen, Carlsbad, CA, USA) were subsequently applied. Fluorescent images were obtained using a Nikon Eclipse Ts2 microscope (Nikon, Tokyo, Japan).

### Statistical analysis

Data are presented as mean ± standard deviation (SD) from at least three independent experiments. Comparisons between two groups were conducted using Student’s t-test. For multiple group comparisons, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test was applied. Statistical significance was defined as ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. All statistical analyses were performed using GraphPad Prism 5.01 (GraphPad Software Inc., San Diego, CA, USA).

## Results

### DKK3-CKAP4 signaling is enriched in mouse and human skin

We first investigated the cellular context of DKK3 signaling within hair follicles. We performed a meta-analysis of publicly available single-cell RNA-seq datasets from mouse (GSE295410) and human (GSE212450) skin to map the expression of DKK family ligands and their receptors. *Dkk3* was broadly expressed across various mesenchymal lineages in mouse skin, including DFs and DPCs, as well as in certain epithelial subsets (outer bulge keratinocytes) and colocalized with *Ckap4* (Figure 1A). In human scalp, *DKK3* and *CKAP4* was robustly expressed in dermal papilla and dermal sheath clusters (Figure 1B). This co-distribution of ligand and receptor suggests the potential for local DKK3–CKAP4 signaling loops in regulating hair growth or loss.

To validate the spatial relationship between DKK3 and CKAP4 in the hair follicle, we next examined DKK3 and CKAP4 at the protein level by immunofluorescence. In mouse dorsal skin sections, Dkk3 and Ckap4 proteins showed overlapping localization in hair follicles. Dkk3 immunoreactivity was strong in the outer bulge region and in DFs surrounding the follicle, while Ckap4 immunoreactivity was seen in the dermal papilla and DFs; importantly, co-localized signals (appearing yellow) were detected in the dermal papilla and bulge area (Figure 1C). In human scalp hair follicles, DKK3 protein was abundantly expressed in the dermal papilla and dermal sheath, and CKAP4 was likewise found in these regions (Figure 1D). Merged images revealed co-localization of DKK3 and CKAP4 in the interface between the dermal papilla and sheath. These histological observations corroborate the notion that DKK3 can signal to its CKAP4 receptor within the key mesenchymal niches of the hair follicle (dermal papilla/sheath).

### Recombinant DKK3 suppresses hair growth

To evaluate the effect of DKK3 on hair growth, we first employed a depilation-induced hair regeneration model in C3H/HeN mice. Subcutaneous administration of recombinant DKK3 (rDKK3) to telogen-phase mouse skin over 10 days markedly delayed the onset of hair regrowth. By day 13 post-depilation, rDKK3-treated mice showed visibly reduced new hair coverage and significantly lower hair weight compared to PBS-treated controls (Figure 1E), indicating an inhibition of telogen-to-anagen transition. Consistently, in *ex vivo* organ cultures, rDKK3 suppressed hair shaft elongation in both mouse vibrissae follicles (Figure 1F), and human scalp hair follicles in a dose-dependent manner (Figure 1G). These data suggest that DKK3 appears to function as a negative regulator of hair follicle growth in both species.

### DKK3 neutralization promotes hair growth

As rDKK3 inhibits hair growth, blocking DKK3 in an androgen-rich environment might alleviate hair loss. To test this, we treated C3H mice with TP or DHT to induce AGA-like hair growth inhibition, and simultaneously administered a neutralizing anti-DKK3 monoclonal antibody (mAb) or control. *In vivo*, both TP and DHT treatment led to significant hair growth inhibition, as evidenced by delayed skin re-pigmentation (anagen entry) and poor regrowth of hair on the mice’s dorsum (Figure 2A-B, left panels). Quantification of hair re-growth area confirmed that neutralizing DKK3 rescued hair regrowth despite the continued presence of high androgen (Figure 2A-B, right graphs). Similarly, in organ culture models, we found that anti-DKK3 mAb could reverse the hair growth suppression caused by androgens. Mouse vibrissae follicles treated with TP or DHT had significantly shorter hair shafts than controls, but treatment of anti-DKK3 (at 10–100 ng/mL) restored hair shaft elongation in a dose-dependent manner (Figure 2C-D). Human hair follicles treated with 100 nM TP or DHT *ex vivo* exhibited minimal growth over 6 days, whereas those co-treated with an anti-DKK3 antibody (100–1000 ng/mL) showed a significant rescue of hair elongation (Figure 2E-F). These data indicate that neutralizing DKK3 partially restores the regenerative capacity of hair follicles even under ongoing androgenic stimulation.

### CKAP4 neutralization alleviates DKK3- or androgen-induced hair regression

We then tested whether blocking CKAP4 could mitigate the hair-inhibitory effects of DKK3 and/or androgen. In initial organ culture experiments, we added a neutralizing anti-CKAP4 antibody in the presence of exogenous rDKK3. In both mouse vibrissa and human hair follicle cultures, anti-CKAP4 significantly rescued hair shaft elongation that was suppressed by rDKK3 (Figure 2G-H). This confirms that CKAP4 is indeed the functionally relevant receptor through which DKK3 impairs hair growth; blocking CKAP4 abrogates DKK3’s action.

Next, we assessed whether CKAP4 is also required for androgen-induced hair growth suppression. In TP-treated organ cultures, addition of anti-CKAP4 antibody led to notable improvements in hair follicle growth. Mouse vibrissae follicles grown with TP plus anti-CKAP4 showed longer hair shafts than those with TP alone, effectively neutralizing the TP effect (Figure 2I). Likewise, human hair follicles treated with TP in the presence of anti-CKAP4 exhibited significantly greater elongation than TP-only follicles (Figure 2J). These results indicate that CKAP4 appears to mediate, at least in part, not only DKK3-driven, but also androgen-driven, hair growth inhibition, implicating CKAP4-dependent signaling (likely via endogenous DKK3) in the AGA mechanism.

### scRNA-seq analysis reveals cellular and molecular mechanisms underlying DKK3-mediated androgenic hair follicle degeneration

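The scRNA-seq compared the dorsal skin of 3 groups of male C3H mice: control mice (Con), mice given DHT at 1 mg per day on 5 days per week (DHT), and DHT-treated mice that also received 25 μg of the anti-DKK3 antibody 1 time per week (DHT+Ab). The methods give an age of 7 weeks at the start of treatment, and the sample labels an age of 9 weeks. Cells of the 4 mice of a group were pooled before library preparation, so each condition is 1 library and the spread between mice cannot be seen. No test between conditions was therefore made, and each interval (95%, exact Poisson for counts and exact Clopper-Pearson for shares) covers counting error only. In the 10x Genomics 3′ method, each droplet tags its RNA with a barcode and each captured RNA molecule with a unique molecular identifier (UMI), so that a count is a number of captured molecules. The authors processed the reads with Cell Ranger against the GRCm39 reference and deposited UMI counts per gene and barcode, without normalization. The matrix of Con held 21831 barcodes with 126639079 UMIs and a median of 3340 UMIs per barcode. That of DHT held 15630 barcodes with 159531239 UMIs and a median of 7059.5, and that of DHT+Ab 14955 barcodes with 145290130 UMIs and a median of 6575. No barcode had fewer than 500 UMIs, the floor of the deposited matrices. The lower depth per cell in Con matters for any share of cells in which a gene is detected, and such shares were compared after thinning all cells to 1 depth. From the counts, cells were filtered with the limits given in the methods, doublets were removed by their Scrublet scores (the paper used DoubletFinder), and the cells were clustered in Seurat after anchor-based integration of the 3 libraries. Clusters were named from fixed marker genes and are called X-like, because the cell labels of the authors were not used here. The doublet share and the integration method are the choices that moved the DPC-like and DSC-like shares most.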

To elucidate the cellular mechanisms underlying the phenotypic rescue observed upon DKK3 neutralization, we performed scRNA-seq of dorsal skin from three experimental conditions: control (Con), DHT-induced AGA, and DHT-treated skin co-administered with an anti-DKK3 antibody (DHT+Ab). After quality control and intensive manual curation, we obtained transcriptomic profiles from 40,992 single cells, which were classified into 19 distinct cell lineages. These included basal and suprabasal interfollicular epidermal keratinocytes (IFE_B and IFE_SB), upper hair follicle (uHF) keratinocytes, outer bulge (OB) and inner bulge (IB) hair follicle keratinocytes, mesenchymal lineages (DFs, DPCs, DSCs), immune populations (lymphocytes, myeloid cells, neutrophils), as well as muscle and endothelial cells (Figure 3A, Figure S2).

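Of 52416 barcodes, 47568 had 200 to 8000 detected genes and at most 10% mitochondrial counts. The mitochondrial limit removed most of the others, 1966 barcodes in Con, 753 in DHT and 1771 in DHT+Ab. A fixed share of the highest doublet scores, 0.4% for each 1000 barcodes of the library, was then removed. This took out 1561 barcodes of Con (7.90%), 869 of DHT (5.89%) and 683 of DHT+Ab (5.23%), where the threshold that Scrublet sets by itself called 295, 234 and 183. There remained 44455 cells, of which 18194 were from Con, 13874 from DHT and 12387 from DHT+Ab. Without doublet removal 47568 cells were kept, and with 0.8% in place of 0.4% there were 41340. The kept cells had a median of 3650.5 UMIs and 1677 genes in Con, 7386 UMIs and 2341 genes in DHT, and 7508 UMIs and 2663 genes in DHT+Ab.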

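At a resolution of 1 the kept cells fell into 37 clusters, which were merged by their markers into 19 named classes, with 4 clusters left unnamed. The largest classes were DF-like (4655 cells), DSC-like (4476) and Myel-like (4380). A further class, Adipocyte-like, held 363 cells, all from DHT. No cluster was mast cell-like or erythroid-like. The unnamed clusters made up 15.0% in Con, 4.25% in DHT and 11.8% in DHT+Ab. Cluster 8, nearest to IB and led by *Krt75* and *Fgf5*, held 3.14%, 0.613% and 6.64% of the cells of Con, DHT and DHT+Ab. Cluster 9, led by *Foxp2*, *Robo2* and *Dkk2*, had a median of only 1189 UMIs and held 6.44%, 1.02% and 0.258%. Cluster 11, nearest to uHF, held 4.20%, 2.37% and 1.90%, and cluster 26, nearest to OB and led by *Pthlh*, held 1.25%, 0.252% and 2.99%. Cells near to OB, IB and uHF are thus partly outside the named classes. The same may hold for DSC. With reciprocal PCA, a cluster with a median of 1202.5 UMIs and *Foxp2*, *Robo2* and *Dkk2* among its leading genes was named DSC-like.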

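Of the kept cells, OB-like cells made up 12.1% in Con (11.6 to 12.6%), 4.40% in DHT (4.06 to 4.75%) and 5.60% in DHT+Ab (5.20 to 6.02%), with 95% intervals in parentheses. EC-like cells, the endothelium, were 9.37% in Con, 3.95% in DHT and 6.35% in DHT+Ab. Basal interfollicular (IFE_B-like) cells were 4.52% in Con, 3.36% in DHT and 2.03% in DHT+Ab, and suprabasal (IFE_SB-like) cells 3.75% in Con, 2.79% in DHT and 1.18% in DHT+Ab. The share of uHF-like cells was close to even, at 2.11% in Con, 1.92% in DHT and 2.03% in DHT+Ab. IB-like cells went from 2.47% in Con to 1.11% in DHT, and to 13.1% in DHT+Ab, the highest of the 3 groups. The class joins cluster 18, led by *Krt35*, *Tchh* and *Krt73*, with 227, 48 and 778 cells of Con, DHT and DHT+Ab, and cluster 15, led by *Pclaf* and other genes of cycling cells such as *Top2a* and *Mki67*, with 223, 106 and 847. With the marker genes left out of the clustering, a setting chosen after the data were seen, IB-like shares were 5.58% in Con, 1.77% in DHT and 19.4% in DHT+Ab, and the unnamed share was 7.84%, 1.22% and 0.331%. Because the shares of a library add up to its whole, a rise of one class lowers the others.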

Comparison of cell-type composition across conditions revealed pronounced androgen-induced remodeling of the follicular microenvironment. 

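Myel-like cells, the macrophages and dendritic cells, were 2.91% in Con (2.67 to 3.16%), 17.3% in DHT (16.7 to 18.0%) and 11.7% in DHT+Ab (11.1 to 12.2%). Neutrophils (Neu-like) were 0.341% in Con, 0.692% in DHT and 1.15% in DHT+Ab, with 62, 96 and 143 cells. The share of Lymph-like cells was 7.83% in Con (7.45 to 8.23%), 8.20% in DHT (7.74 to 8.66%) and 7.10% in DHT+Ab (6.66 to 7.57%), so that the intervals of Con and DHT overlap. Of the mesenchymal classes other than DF and DPC, DSC-like cells were lower in DHT than in Con, at 14.4% in Con (13.9 to 14.9%), 10.5% in DHT (9.95 to 11.0%) and 3.25% in DHT+Ab (2.94 to 3.57%). Of the 4476 DSC-like cells, 2234 were in a cluster whose score of 1.07 was near the minimum of 1 for a name. Clustering without the marker genes moved the Myel-like share of DHT to 17.3% and the DSC-like shares to 13.0% in Con, 10.2% in DHT and 3.25% in DHT+Ab. Other settings moved the DSC-like share more, in Con to 26.0% with reciprocal PCA, 24.9% with a larger share of doublets removed and 22.2% with none removed, and in DHT+Ab to 1.17% without integration.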

Notably, mesenchymal and immune populations expanded markedly upon DHT treatment. DFs increased from 5.6% of total cells in control skin to 21.1% in the DHT condition (Figure 3B). In contrast, the proportion of DPCs was substantially reduced under DHT exposure. 

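DF-like cells numbered 847 of 18194 kept cells in Con, 4.66% (95% interval 4.35 to 4.97%), and 2639 of 13874 in DHT, 19.0% (18.4 to 19.7%). These cells were named from *Col1a1*, *Col1a2*, *Lum*, *Dcn* and other fibroblast genes. Limiting mitochondrial counts to 5% moved the share of Con most, to 5.17%, beside 19.3% in DHT. With the fixed markers left out of the genes used for clustering, the shares were 4.64% and 19.0%.

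**Figure D1:**
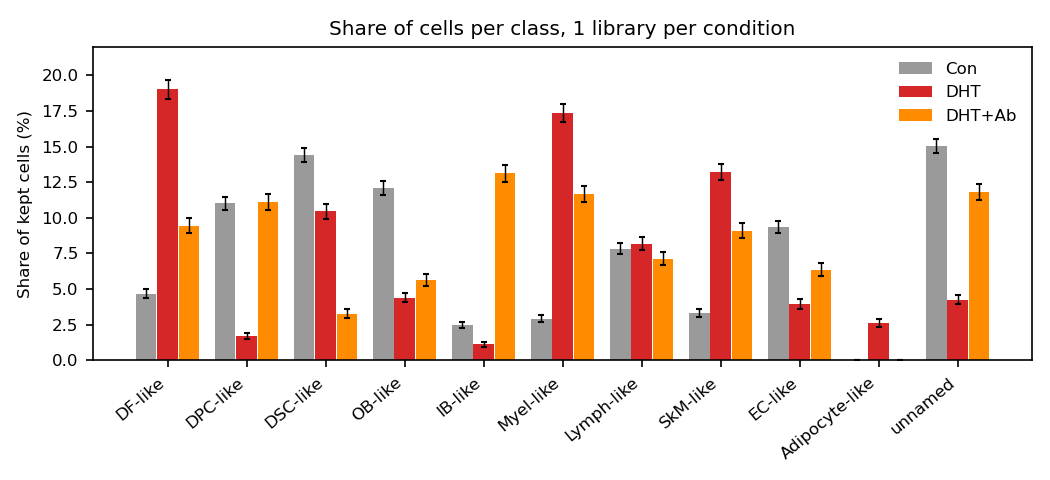
Share of kept cells (percent, y axis) in 10 named classes and in the unnamed clusters (x axis) for the Con, DHT and DHT+Ab libraries, with bars starting at 0 and exact 95% binomial intervals that cover counting error only. The DF-like bar is 4.66% in Con and 19.0% in DHT.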

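DPC-like cells, a single cluster led by *Corin* and *Rspo2*, numbered 2007 in Con, 11.0% of the kept cells (95% interval 10.6 to 11.5%), and 233 in DHT, 1.68% (1.47 to 1.91%). DPCs and DSCs share markers, and the boundary between their clusters moved with the clustering. Integration by reciprocal PCA gave DPC-like shares of 5.85% in Con and 1.01% in DHT, and no integration 12.3% and 1.16%. Leaving the marker genes out of the clustering gave 11.1% and 1.77%. The share of DHT was below that of Con under each of the settings.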

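In DHT+Ab, 1169 of 12387 kept cells were DF-like, 9.44% (95% interval 8.93 to 9.97%), between the shares of Con and DHT. DPC-like cells numbered 1375, 11.1% (10.6 to 11.7%), an interval that overlaps that of Con. The overlap depends on the setting, and with reciprocal PCA DHT+Ab was above Con, at 10.7% (10.2 to 11.3%), as it was without doublet removal, at 10.7%, and with the larger doublet share, at 9.35%. DPC-like and DSC-like cells together were 25.5% in Con, 12.1% in DHT and 14.3% in DHT+Ab, as the DSC-like share was lowest in DHT+Ab. With reciprocal PCA, which left no cluster unnamed, they were 31.9%, 12.9% and 14.6%.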

Importantly, anti-DKK3 antibody treatment partially reversed these changes: DF cell fractions were reduced to 10.6%, while DPC representation was restored toward control levels (Figure 3B).

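For a pseudobulk comparison, the UMI counts of all kept cells were summed per library, giving 112405340 counts in Con, 138825832 in DHT and 126779413 in DHT+Ab. The sums were scaled to 1000000 UMIs per sum (CPM) and compared as log2(CPM + 1) over the 21909 genes with at least 30 counts in the 3 libraries together. By the paper's threshold of 1 on the log2 fold change, used here as a rule of size and not as a test, 1215 genes were higher and 1288 lower in DHT than in Con. In DHT+Ab against DHT, 973 genes were higher and 785 lower. The number of genes higher in DHT and then lower in DHT+Ab was 598, and 431 genes were lower and then higher. A pseudocount of 10 in place of 1, which damps the changes of low genes, left 246 and 111. The median over all genes was -0.12 for DHT vs Con and 0.08 for DHT+Ab vs DHT, and TMM scaling in edgeR brought it to 0.00 and -0.02. With TMM the reversed genes numbered 813 and 262.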

To characterize the transcriptional programs underlying this reversal, we performed pseudobulk differential expression analysis across conditions (Figure 3C). A correlation analysis between the fold changes revealed a significant inverse correlation (Pearson *R* = -0.63), demonstrating that a substantial proportion of DHT-induced gene expression changes were partially reversed by anti-DKK3 antibody treatment. 

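Across the genes of the whole-skin sums, the log2 fold changes DHT vs Con and DHT+Ab vs DHT had a Pearson r of -0.71 and a Spearman rho of -0.62. Genes are not independent replicates. Both fold changes contain the DHT library, which gives a negative r with no effect at all. Simulated libraries with no change but Poisson noise at these depths gave a mean r of -0.46, and the 3 values of each gene put in random order gave -0.50 (lowest -0.53 in 100 draws). Random order also gave a mean of 414 genes higher and then lower, and 251 lower and then higher. With the DHT cells split at random into 2 sets, 1 for each contrast, the mean r was -0.70. When each library was weighted to the average cell type composition of the 3 libraries, leaving out the Adipocyte-like class, r was -0.62, and 75 genes were higher and then lower and 142 lower and then higher. By the difference of the 2 fold changes, the top genes were *Cfd*, *Mup17*, *Cyp2e1*, *Hp* and *Ibsp*, which lay mostly in the Adipocyte-like cluster of DHT. *Cfd* had 32 counts in Con, 16956 in DHT and 23 in DHT+Ab. At the other end were *Corin*, *Rspo4*, *Kcnq3*, *Krtap8-1* and *Krt71*. *Corin* was at 148 CPM in Con, 12.2 in DHT and 273 in DHT+Ab. From the inverse correlation between the fold changes (Fig. 3C), the paper concludes that a substantial part of the response to DHT was partially reversed by the antibody.

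**Figure D2:**
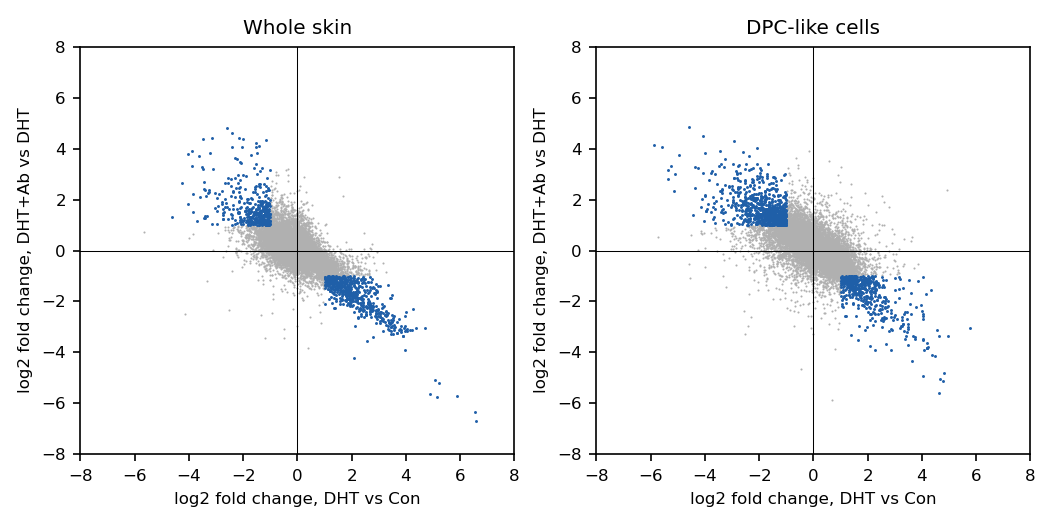
Log2 fold change DHT+Ab vs DHT (y axis) against DHT vs Con (x axis) for each gene in whole skin and in DPC-like cells, with genes past 1 in opposite directions in blue and the others in gray. In whole skin, 598 blue genes lie in the lower right and 431 in the upper left, and both axes contain the DHT library.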

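The GO and Hallmark gene sets were not used here, and short gene lists were scored on the whole-skin sums. A list of 20 inflammatory genes had a median log2 fold change of 1.03 in DHT vs Con and -1.13 in DHT+Ab vs DHT. These medians were at percentile 100 and percentile 0 among 10000 random lists of the same size matched on mean expression. The percentile describes these libraries and is not a test of the treatment. A list of 20 extracellular matrix genes had medians of 0.70 (percentile 100) and -0.54 (percentile 0). Under TMM scaling the inflammatory medians were 1.27 and -1.34, and those of the matrix genes 0.94 and -0.75.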

Gene set enrichment analysis (GSEA) further showed that DHT treatment induced robust upregulation of inflammatory and profibrotic gene programs, whereas anti-DKK3 treatment attenuated these signatures (Figure 3D-E, Figure S3). On the contrary, DHT treatment reduced the Wnt signaling pathway and skin epidermis development, whereas anti-DKK3 treatment attenuated these signatures (Figure 3D-E). Furthermore, CellChat-based cell-cell communication analysis revealed that DHT treatment markedly enhanced TGF-β signaling between mesenchymal populations (including DFs and DPCs) and epithelial populations (including OB keratinocytes); however, this signaling was weakened upon DKK3 inhibition (Figure 3F). 

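In the whole-skin sums, 12 canonical Wnt target genes had a median log2 fold change of -1.21 in DHT vs Con (percentile 0 of the matched random lists) and 0.92 in DHT+Ab vs DHT (percentile 99.99). A list of 15 non-canonical Wnt genes had -1.07 (percentile 0) and 0.95 (percentile 100). The 20 genes of epidermis and hair had -0.93 (percentile 0) and 1.17 (percentile 100). This last list moved most with the pseudocount, to -0.38 and 0.73 at a pseudocount of 10. Whole-skin sums mix changes within cells with the changes in cell type shares.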

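CellChat was not run here, and the levels of the ligands and receptors were summed per class. *Tgfb1* (chromosome 7 of GRCm39 from 25386390 to 25404506) was at 45.1, 21.8 and 30.9 CPM in DF-like cells of Con, DHT and DHT+Ab, and at 94.1, 33.8 and 34.1 CPM in DPC-like cells. The log2 fold change DHT vs Con was -1.02 in DF-like and -1.45 in DPC-like cells, and the highest level was in Lymph-like cells, at 433, 479.8 and 466 CPM. *Tgfb2* in DF-like cells was at 134, 169 and 165 CPM, and in DPC-like cells at 117, 59.5 and 122 CPM. *Tgfb3* was lower, at 21.8, 24.9 and 23.6 CPM in DF-like cells. Of the receptors, *Tgfbr2* in DF-like cells was at 428, 645 and 469 CPM, higher in DHT by 0.59 on the log2 scale and lower again by DHT+Ab, with a change of -0.46. In OB-like cells *Tgfbr2* was at 54.7, 62.3 and 43.5 CPM, and *Tgfbr1* at 107, 45.5 and 70.1 CPM. Interaction strength in CellChat may also depend on the size of the cell groups and on a permutation step, which levels do not include.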

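*Wnt5a*, a ligand of non-canonical Wnt signaling, lies on chromosome 14 of GRCm39 from 28226495 to 28249405. In the whole-skin sums it was at 20.7, 14.8 and 41.5 CPM in Con, DHT and DHT+Ab. The classes moved in different directions, with 101, 26.0 and 70.4 CPM in DF-like cells and 51.2, 180.5 and 165 CPM in DPC-like cells. In DSC-like cells *Wnt5a* was at 22.3, 31.3 and 154 CPM. *Wnt4* was at 36.2, 29.9 and 55.5 CPM in the whole-skin sums, and *Wnt11* at 23.8, 21.1 and 12.9 CPM. *Wnt11* in DF-like cells was at 17.5, 42.2 and 18.5 CPM, a log2 fold change of 1.22 in DHT vs Con and -1.15 in DHT+Ab vs DHT.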

In parallel, the strength of non-canonical Wnt signaling, which was diminished by DHT, showed a clear pattern of recovery following anti-DKK3 treatment (Figure 3F).

### Androgen-driven AR activity activates fibroimmune transcriptional programs in DPCs

CellChat analysis revealed that DHT treatment enhances androgen-related intercellular signaling within the hair follicle microenvironment, characterized by increased interaction strength and connectivity among mesenchymal and epithelial cell populations (Figure 4A). In contrast, DKK3 inhibition suppresses DHT-induced androgen signaling networks, thereby modulating androgen-driven cellular crosstalk within the follicular niche. 

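Androgens are steroids, so these data show the genes of the enzymes that make them and not their amount. *Srd5a1*, which encodes a 5α-reductase, was at 9.77, 7.95 and 14.0 CPM in the whole-skin sums of Con, DHT and DHT+Ab. In DF-like cells it had 9, 258 and 49 counts, or 1.68, 10.4 and 4.12 CPM. *Srd5a2* was scarce, with 125 counts in Con, 16 in DHT and 48 in DHT+Ab. *Srd5a3* was at 8.78, 12.1 and 11.1 CPM. *Hsd17b12* was at 69.4, 105 and 106 CPM in DPC-like cells, 58.2, 102 and 82.3 CPM in DSC-like cells and 53.9, 80.8 and 62.5 CPM in DF-like cells.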

Next, we quantified AR activity at the single-cell level by calculating AR target gene module scores. Consistent with prior observations 4, AR activity was highest in mesenchymal compartments, including DFs, DPCs, and DSCs (Figure 4B). 

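The TFLink target list was not used here, and a list of 52 androgen response genes was scored in each cell as its mean log-normalized expression minus that of 5 expression-matched control genes per gene. Over the cells of a class, the mean score of OB-like cells was 0.0991 (SD 0.124) in Con, 0.0733 (0.0974) in DHT and 0.0767 (0.109) in DHT+Ab. That of Lymph-like cells was 0.0788 (SD 0.108) in Con, 0.0398 (0.103) in DHT and 0.0861 (0.107) in DHT+Ab. DF-like cells had 0.00742 (SD 0.104) in Con, -0.0279 (0.0870) in DHT and -0.0245 (0.0912) in DHT+Ab, and DSC-like cells 0.0159 (SD 0.0940) in Con, -0.0637 (0.0837) in DHT and -0.0579 (0.0813) in DHT+Ab. Of 19 groups of cells scored in Con, OB-like ranked 1, DSC-like 6, DF-like 9 and DPC-like 15 from the top. The SD is over cells, which are not replicates, and exceeds most differences between these means.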

Notably, AR module scores in DPCs were significantly elevated under DHT treatment and were normalized upon anti-DKK3 antibody administration (Figure 4C), suggesting that DKK3 contributes to sustained androgen-responsive transcriptional states in mesenchyme. 

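In DPC-like cells the mean androgen response score was -0.0238 (SD 0.0992) in Con, -0.111 (0.0852) in DHT and -0.0823 (0.0817) in DHT+Ab. The difference DHT minus Con was -0.0874, and DHT+Ab minus DHT 0.0289. With each cell thinned to 1500 UMIs, which left 1769, 205 and 1330 cells, the differences were -0.0715 and 0.0248. As a list over the DPC-like sums, the androgen response genes had a median log2 fold change of -0.16 in DHT vs Con (percentile 0.435 of matched random lists) and 0.11 in DHT+Ab vs DHT (percentile 86.6). Under the 8 other settings for cells and depth, the score of DPC-like cells was lower in DHT than in Con and higher in DHT+Ab than in DHT.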

To further dissect androgen-associated transcriptional changes, we examined genes whose expression correlated with AR module scores in DPCs. This analysis identified strong positive correlations with multiple collagen genes (*Col3a1*, *Col4a1*, *Col6a1*) as well as inflammatory transcriptional regulators such as *Ckap4*, *Cebpb* and *Nfkb1* (Figure 4D). 

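Across the 3304 DPC-like cells with at least 1500 UMIs, thinned to that depth, the Pearson r of the androgen response score with *Col3a1* was 0.0981, with *Col4a1* 0.0699 and with *Col6a1* -0.0145. For *Ckap4* r was -0.00932, for *Cebpb* 0.133 and for *Nfkb1* 0.0707. Among 4535 genes compared, *Cebpb* stood at percentile 99.3 and *Col3a1* at percentile 97.9. Pooling the 3 libraries mixes differences between libraries into r, and within Con alone r was 0.0270 for *Col3a1*, 0.190 for *Cebpb* and 0.125 for *Nfkb1*. Cells are not replicates, and these r values describe 3 libraries only. Within DHT, over 205 cells, r was 0.102 for *Ckap4*, 0.113 for *Nfkb1* and -0.0334 for *Cebpb*. Within DHT+Ab r was 0.0669 for *Cebpb*, 0.0221 for *Nfkb1*, 0.00505 for *Ckap4* and 0.00333 for *Col3a1*. By level in the DPC-like sums, *Col3a1* was at 2121, 421 and 1003 CPM and *Col4a1* at 1005, 318 and 609 CPM in Con, DHT and DHT+Ab, both lowest in DHT. *Col6a1* was highest in DHT, at 55.8, 207 and 57.8 CPM.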

GSEA showed that AR activation was associated with increased enrichment of several signaling pathways, including inflammatory response, JAK–STAT3 signaling, IL2–STAT5 signaling, TGF-β signaling, and Wnt/β-catenin signaling (Figure 4E-F, Figure S4).

We then examined the correlation between gene expression fold changes within the DPC population (Figure 4G). This revealed a significant inverse correlation (Pearson *R* = -0.5), confirming that DKK3 neutralization effectively reverses the majority of androgen-induced transcriptomic shifts within DPCs. 

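The sums of DPC-like cells held 15849662 counts in Con, 2603967 in DHT and 14945629 in DHT+Ab, so the DHT sum, shared by both contrasts, was the smallest. Over 14755 genes the Pearson r of the fold changes was -0.66 and the Spearman rho -0.66. Poisson libraries with no change gave a mean r of -0.86 at these depths, and gene values in random order -0.50. With the DHT cells split at random so that each contrast had its own cells, the mean r over 10 splits was -0.47 (-0.49 to -0.46). By the rule of size, 490 genes were higher in DHT and then lower in DHT+Ab, and 828 lower and then higher. The Poisson libraries gave means of 7.76 and 83.2, and random order 476 and 509.6. A minimum of 300 counts per gene left 222 and 451. The median over all genes was 0.13 in DHT vs Con, and -0.05 under TMM scaling. *Cpne5*, *Spock1*, *Aspn*, *Tmem132d* and *Acta1* had the largest difference of the fold changes in the direction higher and then lower, and *Slpi*, *Gabrg3*, *Gm50271*, *Slc36a2* and *Gfra2* in the other direction. *Slpi* had 5578 counts in Con, 13 in DHT and 1590 in DHT+Ab, and *Cpne5* had 77, 375 and 30. *Acta1* is a skeletal muscle gene, at 1036 CPM in DPC-like cells of DHT.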

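In the DPC-like sums, the list of 15 non-canonical Wnt genes had a median log2 fold change of -0.21 in DHT vs Con (percentile 5.24 of matched random lists) and 0.36 in DHT+Ab vs DHT (percentile 97.0). Single members differed, and *Wnt5a* itself had a log2 fold change of 1.80 in DHT vs Con and -0.13 in DHT+Ab vs DHT. Canonical Wnt targets had medians of -0.67 (percentile 1.38) and 0.54 (percentile 96.0). Genes of epidermis and hair had -0.98 (percentile 0) and 0.76 (percentile 99.8). At a minimum of 300 counts, which left 9 of these genes, they had -0.30 (percentile 29.0) and 0.47 (percentile 75.5). At a pseudocount of 10 they had -0.19 (percentile 0.34) and 0.31 (percentile 100). Extracellular matrix genes had -0.34 (percentile 0.850) and -0.07 (percentile 37.3). Inflammatory genes stood near the middle, with 0.09 (percentile 51.5) and 0.10 (percentile 60.1). Their median in DHT vs Con changed sign to -0.03 under TMM. In DHT+Ab vs DHT it changed sign to -0.22 at a minimum of 300 counts and to -0.27 (percentile 10.1) after thinning to the smallest total. The same thinning gave 0.31 (percentile 70.1) in DHT vs Con, so the list was then higher in DHT and lower in DHT+Ab.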

Notably, GSEA of genes whose expression was induced by DHT but attenuated by anti-DKK3 treatment highlighted a significant association with the non-canonical Wnt signaling pathway within DPCs (Figure 4H). Collectively, these results suggest that AR activation promotes inflammatory and fibrotic programs in DPCs while simultaneously disrupting key developmental pathways, emphasizing that the therapeutic efficacy of DKK3 inhibition is closely linked to the restoration of these developmental cues, particularly the non-canonical Wnt signaling axis.

To validate whether the fibroimmune transcriptional programs predicted by scRNA-seq and CellChat analyses are manifested at the tissue level, we performed immunostaining analyses in androgen-induced AGA mouse skin. Immunostaining revealed that DHT treatment markedly increased MHC-I expression in the dermal compartment, indicating enhanced immune activation within the skin microenvironment. In parallel, macrophage infiltration, as assessed by F4/80 staining, was significantly elevated in DHT-treated skin, consistent with the increased chemokine signaling and immune cell recruitment predicted by our transcriptomic analysis. Furthermore, TGF-β1 expression was prominently induced following androgen exposure, suggesting activation of extracellular matrix (ECM) remodeling and fibroblast activation associated with perifollicular fibrosis. Importantly, these fibroimmune features were attenuated upon treatment with a DKK3-neutralizing antibody. Specifically, anti-DKK3 treatment reduced MHC-I expression, decreased F4/80⁺ macrophage infiltration, and suppressed TGF-β1 levels in the dermal region. These findings provide direct *in vivo* evidence that androgen-driven fibroimmune remodeling occurs at the tissue level and that DKK3 blockade mitigates both immune activation and fibrotic responses within the hair follicle microenvironment (Figure S5).

### DKK3 secreted from outer bulge activates CKAP4 in DPCs

Analysis of ligand and receptor expression patterns revealed spatially distinct regulation of the DKK3–CKAP4 axis. *Dkk3* expression was primarily localized to OB keratinocytes; its expression was markedly induced under DHT treatment and subsequently reduced upon anti-DKK3 antibody administration. In contrast, *Ckap4* expression was enriched in mesenchymal compartments, particularly in DPCs and DSCs, and exhibited similar expression dynamics following DHT exposure and antibody treatment (Figure 5A). 

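*Dkk3* (ENSMUSG00000030772) lies on chromosome 7 of GRCm39 from 111712904 to 111758760, on the minus strand. In the summed counts of OB-like cells it was at 127 CPM (95% interval 121 to 134) in Con, 109 CPM (95% interval 101 to 117) in DHT and 99.6 CPM (92.1 to 108) in DHT+Ab. The ratio DHT to Con was 0.855 (0.782 to 0.933), and that of DHT+Ab to DHT 0.915 (0.822 to 1.02). As the mean of log-normalized expression over cells, *Dkk3* was 0.503 (SD 0.746) in Con, 0.532 (0.661) in DHT and 0.435 (0.593) in DHT+Ab, so the direction DHT vs Con differs between the sum and the mean over cells. With each OB-like cell thinned to 1500 UMIs, the sums gave 128 CPM in Con and 127 CPM in DHT, a log2 ratio of -0.01 (-0.34 to 0.31). The thinned level in DHT+Ab was 91.0 CPM, a log2 ratio to DHT of -0.48 (-0.90 to -0.06). The share of thinned OB-like cells with a *Dkk3* UMI was 15.8% in Con, 16.2% in DHT and 10.9% in DHT+Ab, with 191, 85 and 13 shallower cells left out. Before thinning it was 37.0%, 48.9% and 41.4%. Lymph-like cells, read as background, had 2.13%, 0.917% and 1.37% after thinning and 3.86%, 2.46% and 2.84% before it, with 159, 47 and 78 cells left out. The median depth was 3595, 5744 and 7248 UMIs in OB-like cells and 3276, 4666 and 4051 in Lymph-like cells. Of 4122 *Dkk3* UMIs in Con, 1662 were in OB-like cells, more than in any other class, and the small Mel-like class had the highest level, 218 CPM.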

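*Ckap4* (ENSMUSG00000046841) lies on chromosome 10 of GRCm39 from 84362084 to 84369926, on the minus strand. In DPC-like cells it was at 80.4 CPM (95% interval 76.1 to 85.0) in Con, 137 CPM (95% interval 124 to 152) in DHT and 101 CPM (95.8 to 106) in DHT+Ab. The ratio DHT to Con was 1.71 (1.52 to 1.92), and that of DHT+Ab to DHT 0.733 (0.653 to 0.825). In DSC-like cells it was at 90.9, 212 and 122 CPM in Con, DHT and DHT+Ab, with ratios of 2.33 and 0.574. DF-like cells had 185, 171 and 192 CPM, the highest level of the named classes in Con, with little change. OB-like cells had 45.2, 70.7 and 47.6 CPM. After thinning to 1500 UMIs, 8.99%, 17.1% and 15.8% of DPC-like cells of Con, DHT and DHT+Ab had a *Ckap4* UMI (29.7%, 57.1% and 54.3% unthinned, with 238, 28 and 45 cells left out). For DSC-like cells the shares were 12.4%, 29.2% and 17.5% (39.0%, 63.8% and 48.3% unthinned, 152, 66 and 70 left out), and for DF-like cells 21.7%, 18.5% and 22.6% (54.4%, 58.3% and 62.2% unthinned, 72, 169 and 53 left out). Lymph-like cells, read as background, had 0.869%, 0.367% and 0.748% (1.82%, 1.76% and 2.05% unthinned, 159, 47 and 78 left out). The median depths were 3697, 7265 and 8319 UMIs in DPC-like, 4586, 4422 and 6704 in DSC-like and 6122, 8989 and 9749 in DF-like cells.

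**Figure D3:**
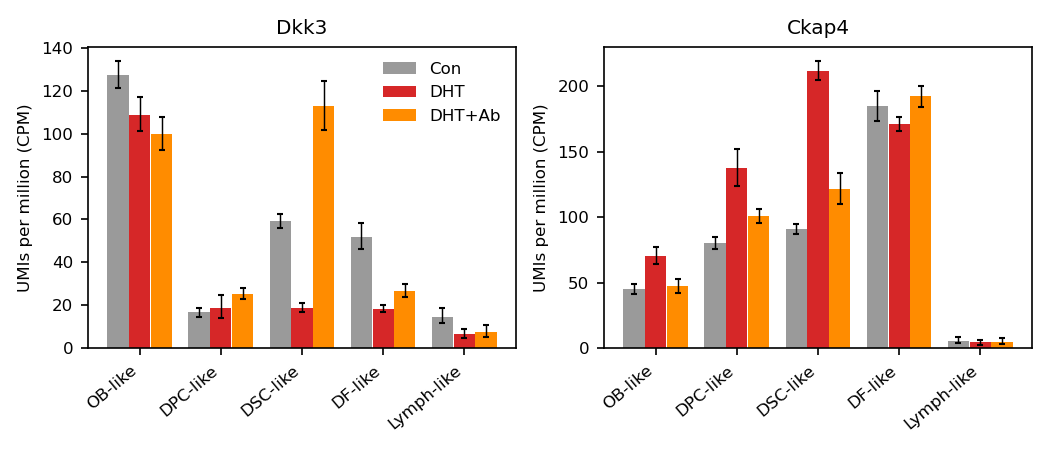
Summed UMIs per 1000000 (CPM, y axis) of *Dkk3* and *Ckap4* in 5 classes (x axis) for Con, DHT and DHT+Ab, with bars starting at 0 and exact 95% Poisson intervals that cover counting error only. *Ckap4* is at 80.4 CPM in DPC-like cells of Con and 137 CPM in those of DHT.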

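Cell-cell interaction strengths were not computed here. Among the mesenchymal classes that carry *Ckap4*, *Dkk3* was at 59.2, 18.8 and 113 CPM in DSC-like cells of Con, DHT and DHT+Ab. The log2 fold change there was -1.61 in DHT vs Con and 2.52 in DHT+Ab vs DHT. DF-like cells had 52.0, 18.3 and 26.8 CPM of *Dkk3*, and DPC-like cells 16.7, 18.8 and 25.3 CPM. After thinning to 1500 UMIs, 8.05%, 3.54% and 12.7% of DSC-like cells had a *Dkk3* UMI (25.9%, 14.9% and 36.1% unthinned), with intervals above those of Lymph-like cells in each library. In DPC-like cells the shares were 2.60%, 2.44% and 3.08% (9.82%, 13.3% and 20.2% unthinned), with intervals that overlap those of Lymph-like cells. At 3000 UMIs they overlap in Con and DHT, while in DHT+Ab the share of DPC-like cells was 7.95% (95% interval 6.51 to 9.58%) and that of Lymph-like cells 2.54% (95% interval 1.46 to 4.10%), and the intervals lie apart. Myel-like cells had 0.222%, 0.0448% and 0.0770% at 1500 UMIs, with intervals below those of DPC-like cells, so the separation of *Dkk3* in DPC-like cells from background depends on the depth and on the class read as background. In DF-like cells the shares at 1500 UMIs were 7.10%, 2.19% and 3.05% (22.2%, 11.0% and 16.6% unthinned), with an interval above that of Lymph-like cells in Con, and in all 3 libraries at 3000 UMIs. In the whole-skin sums *Dkk3* was at 36.7, 13.8 and 16.6 CPM, and fewer of the cells were OB-like in DHT and DHT+Ab than in Con.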

CellChat analysis further demonstrated that Dkk3–Ckap4 signaling was increased from OB keratinocytes to DPCs and DSCs following DHT treatment, whereas this interaction was markedly suppressed by treatment with a DKK3-neutralizing antibody, indicating that DHT enhances DKK3-mediated stromal signaling within the follicular niche (Figure 5B). OB keratinocytes consist of diverse subpopulations, including Postn^+^ basal ORS (ORS_B), Bmp6^+^ ORS_B, Gnmt^+^ ORS_B, Aqp3^+^ ORS_B, Pthlh⁺ suprabasal ORS (ORS_SB), and Krt6a^+^ companion layer (Cp) cells (Figure 5C). 

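The OB-like cells, 2201 from Con, 610 from DHT and 694 from DHT+Ab, were clustered again at a resolution of 0.5, which gave 10 sub-clusters. They are numbered here, since the paper names 1 gene for each subpopulation. Sub-cluster 1 had the highest *Postn* level, 1386 CPM, followed by sub-cluster 2 with 1221 CPM, which also had the highest *Gnmt*, 234 CPM. *Bmp6* was highest in sub-cluster 6, at 1049.6 CPM. Among sub-clusters of at least 100 cells, *Aqp3* was highest in sub-cluster 5, at 535 CPM, as was *Krt6a*, at 304 CPM, and *Pthlh* was highest in sub-cluster 7, at 230.2 CPM. Sub-cluster 9, with 36 cells, had the highest *Pthlh* of all, 783 CPM. Another *Pthlh*-led cluster lay outside the OB-like class and is left unnamed.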

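Sub-cluster 1, with the highest *Postn* level, held 17.7% (16.1 to 19.3%) of the OB-like cells in Con and 13.0% (10.4 to 15.9%) in DHT. Sub-cluster 5, with the highest *Aqp3* level, held 7.63% (6.56 to 8.82%) in Con and 11.8% (9.35 to 14.6%) in DHT. The largest rise was in sub-cluster 3, led by *Kcnd3*, *Fam13a* and *Cd24a*, from 9.63% to 29.7%. The largest falls were in sub-cluster 0, from 26.4% to 10%, and sub-cluster 6, from 12.0% to 2.13%. *Dkk3* was at 233 CPM in sub-cluster 1, 218 CPM in sub-cluster 2 and 168 CPM in sub-cluster 5, over the 3 libraries together.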

Interestingly, while most OB subpopulations significantly decreased in DHT-treated skin, the Dkk3-expressing populations, specifically Postn^+^ ORS_B and Aqp3^+^ ORS_B cells, were markedly expanded. These populations were subsequently reduced following anti-DKK3 antibody treatment (Figure 5D), suggesting that the expansion of these specific OB subsets primarily drives the elevated levels of OB-derived DKK3 in AGA. 

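In DHT+Ab, the sub-cluster with the highest *Postn* level held 3.31% of the OB-like cells (95% interval 2.11 to 4.93%), and that with the highest *Aqp3* level 12.7% (10.3 to 15.4%), an interval that overlaps that of DHT. The unnamed cluster 26, nearest to OB, is not in these shares and held 228, 35 and 370 cells of Con, DHT and DHT+Ab. Counting it in the whole would lower the shares of DHT+Ab most, so the *Aqp3* direction from DHT to DHT+Ab is not settled. Sub-clusters made without integration gave a highest *Postn* level of 1570 CPM, with shares of 9.31%, 1.15% and 7.35% in Con, DHT and DHT+Ab. Others with 1264 and 1207 CPM held 20.2%, 1.97% and 3.03%, and 4.32%, 41.5% and 1.01%. The last of these had the paper's direction, and muscle genes such as *Tnnt3* and *Acta1* were among its leading genes. For *Aqp3* the sub-cluster with the highest level held 8.22%, 2.46% and 16.0%. *Aqp3* was nearly tied there, at 526 CPM in that sub-cluster and in another one, which held 0.682%, 43.0% and 1.59%. Both levels pool the 3 libraries. In the other one 262 of 288 cells were from DHT, against 15 of 307 in the first. The tie thus mixes the level of a sub-cluster with the difference between libraries. Over all OB-like cells, *Aqp3* (chromosome 4 of GRCm39 from 41092722 to 41098183) was at 169.9, 506 and 205 CPM, with log2 fold changes of 1.57 in DHT vs Con and -1.30 in DHT+Ab vs DHT. *Postn* (chromosome 3 of GRCm39 from 54268501 to 54298471) was at 667, 449 and 433 CPM, with -0.57 and -0.05. *Bmp6* was at 379, 79.5 and 228 CPM, *Gnmt* at 16.7, 40.8 and 267 CPM, *Pthlh* at 32.9, 59.3 and 164 CPM and *Krt6a* at 212, 164 and 178 CPM.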

We further detected the increased protein expression of AQP3 in DHT mouse, which was reduced by DKK3 antibody treatment (Figure S6).

To experimentally validate these findings and assess their functional relevance in human models, we examined the effects of rDKK3 and CKAP4 antibody on the proliferation of DPCs and DSCs. In cultured human cells, rDKK3 significantly reduced the proliferation of DPCs (Figure 5E) and DSCs (Figure 5F) in a dose-dependent manner. In contrast, inhibition of CKAP4 significantly induced the proliferation of DPCs (Figure 5G) and DSCs (Figure 5H) in a dose-dependent manner. Collectively, these findings indicate that DKK3 secreted from OB keratinocytes activates CKAP4 signaling in DPCs and DSCs, thereby promoting stromal signaling changes that contribute to hair follicle miniaturization in AGA.

To further evaluate the functional relevance of the DKK3–CKAP4 axis under androgenic conditions, we next examined whether inhibition of this pathway could reverse DHT-induced suppression of cell proliferation. Consistent with previous observations, DHT treatment significantly reduced the proliferation of both DPCs and DSCs. Notably, inhibition of DKK3 significantly reversed DHT-induced suppression, leading to a recovery of proliferative capacity in both cell types (Figure 5I-J). Similarly, treatment with an anti-CKAP4 antibody restored cell proliferation under DHT conditions (Figure 5K-L). These results demonstrate that blockade of the DKK3–CKAP4 signaling axis effectively counteracts androgen-mediated growth inhibition in dermal papilla and dermal sheath cells, providing direct functional evidence supporting its role in AGA pathogenesis.

### Androgen-driven AR activity activates fibroimmune transcriptional programs in dermal fibroblasts

Given that DFs exhibited high AR module scores and were identified as one of primary targets of AR signaling (Figure 4B), we further investigated the transcriptional changes in this population. 

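The sums of DF-like cells held 5362776 counts in Con, 24903554 in DHT and 11903511 in DHT+Ab. Of 14669 genes with at least 30 counts, 733 were higher and 624 lower in DHT than in Con by more than 1 on the log2 scale. In all, 296 genes were higher in DHT and then lower in DHT+Ab, and 166 lower and then higher. Poisson libraries with no change gave 0 such genes, and gene values in random order a mean of 182 higher and then lower (highest 223 in 100 draws). At thresholds of 1.5 and 2, chosen after the data were seen, there were 119 and 60, and with a pseudocount of 10 at the threshold of 1 there were 97. After free RNA was subtracted, a setting chosen after the data were seen, there were 332. Across genes the fold changes had a Pearson r of -0.69 and a Spearman rho of -0.58, against a mean r of -0.24 in the Poisson libraries and -0.50 in random order. *Cxcl3*, *Cxcl5*, *Hp*, *Ibsp* and *Saa3* had the largest difference of the fold changes in this direction. *Cxcl3* had 1 count in Con, 2739 in DHT and 28 in DHT+Ab, and *Saa3* had 19, 2399 and 63. In the Adipocyte-like cells of DHT, *Hp* was at 10119 CPM, against 41.4 CPM in DF-like cells. In the opposite direction the largest differences were in *Adamts18*, *Coch*, *Igfbp2*, *Miat* and *Stmn2*. *Igfbp2* was at 1576 CPM in Con, 107 in DHT and 402 in DHT+Ab. The DF-like class joins clusters whose mix differed between the libraries. Cluster 24, led by *Igfbp2*, held 335, 183 and 191 cells of Con, DHT and DHT+Ab. Cluster 12, led by *Pi16*, held 74, 932 and 239, and cluster 2, led by *Myoc*, 438, 1524 and 739. The fold changes of the DF-like sums therefore mix changes within these clusters with changes in their shares.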

We identified 102 differentially expressed genes (DEGs) in DFs that were significantly upregulated by DHT and effectively reversed upon DKK3 neutralization (Figure 6A). Protein–protein interaction (PPI) network analysis using STRING revealed that these DEGs formed three highly interconnected clusters. 

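STRING and GO were not used here, and the gene lists were scored on the DF-like sums. The 19 inflammatory genes that passed the count minimum had a median log2 fold change of 1.65 in DHT vs Con (percentile 100 of matched random lists) and -1.24 in DHT+Ab vs DHT (percentile 0). The 20 extracellular matrix genes had 0.08 (percentile 55.2) and 0.25 (percentile 99.9). *Col3a1* in DF-like cells was at 12785, 10689 and 17467 CPM in Con, DHT and DHT+Ab. Canonical Wnt targets had medians of -1.45 (percentile 0) and 0.67 (percentile 100), and non-canonical Wnt genes -0.26 (percentile 1.97) and 0.40 (percentile 99.97). The androgen response list had -0.14 (percentile 1.04) and 0.05 (percentile 56.6).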

Gene Ontology (GO) enrichment analysis of these clusters showed that they were primarily associated with ECM organization and chemokine-mediated signaling pathways (Figure 6B). GSEA further confirmed that genes related to chemokine activity and chemotaxis, including *Ccl2*, *Cxcl1*, *Ccl7*, *Ccl11*, *Hspb1*, and *Lbp*, were significantly upregulated under DHT treatment but attenuated by anti-DKK3 (Figure 6C). These results suggest that DHT induces a pro-fibrotic and inflammatory transcriptional program in DFs, which is partially reversed by DKK3 neutralization. 

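*Ccl2*, *Ccl7* and *Ccl11* lie close together on chromosome 11 of GRCm39, *Ccl2* from 81926397 to 81928279, *Ccl7* from 81936532 to 81938351 and *Ccl11* from 81948618 to 81953781, and *Cxcl1* lies on chromosome 5 of GRCm39 from 91039094 to 91040974. In DF-like cells *Ccl2* was at 258 CPM (95% interval 244 to 272) in Con, 2344 CPM (95% interval 2325 to 2363) in DHT and 245 CPM (236 to 254) in DHT+Ab. *Ccl7* was at 517, 1873 and 466 CPM in Con, DHT and DHT+Ab, *Cxcl1* at 362, 3846 and 647 CPM and *Ccl11* at 178, 309.8 and 239 CPM. *Hspb1* was at 408, 2016 and 525 CPM and *Lbp* at 122, 327 and 137 CPM. The log2 fold changes DHT vs Con were 3.18 for *Ccl2*, 3.40 for *Cxcl1*, 1.86 for *Ccl7*, 2.30 for *Hspb1*, 1.41 for *Lbp* and 0.80 for *Ccl11*. In DHT+Ab vs DHT they were -3.25, -2.57, -2.00, -1.94, -1.25 and -0.37 in the same order. After free RNA was subtracted, the log2 fold changes DHT vs Con were 3.17 for *Ccl2*, 1.82 for *Ccl7* and 3.74 for *Cxcl1*.

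**Figure D4:**
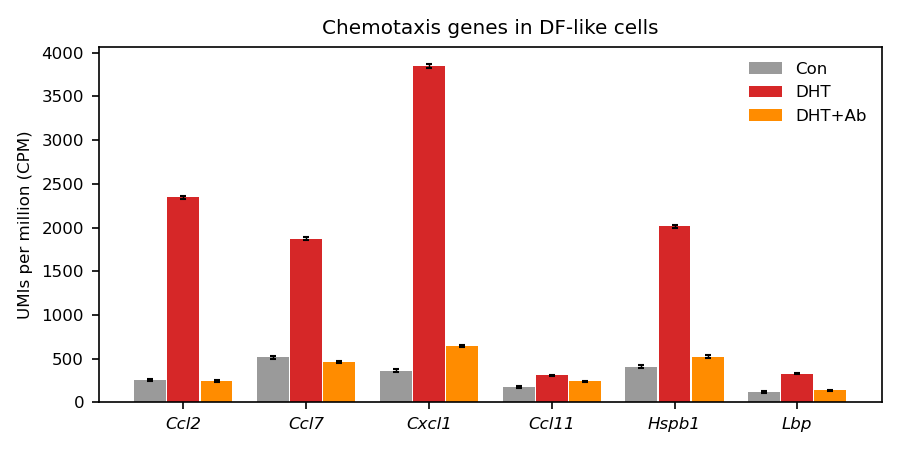
Summed UMIs per 1000000 (CPM, y axis) of 6 genes (x axis) in DF-like cells of Con, DHT and DHT+Ab, with bars starting at 0 and exact 95% Poisson intervals that cover counting error only. *Ccl2* is at 258 CPM in Con, 2344 CPM in DHT and 245 CPM in DHT+Ab.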

Consistently, CellChat analysis indicated that DFs act as a major source of chemokine signaling directed toward immune cell populations, mainly through Ccl2-Ccr2 and Ccl7-Ccr2 interactions, suggesting enhanced fibroblast-immune cell communication within the follicular niche (Figure 6D). These findings indicate that activated DFs may promote immune cell recruitment through increased chemokine signaling in the AGA microenvironment.

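The receptor gene *Ccr2* (chromosome 9 of GRCm39 from 123901982 to 123913594) was found almost only in immune cells. It was at 242, 501 and 388 CPM in Lymph-like cells of Con, DHT and DHT+Ab, and at 235, 224 and 359.9 CPM in Myel-like cells. DF-like cells held 4, 24 and 3 counts of *Ccr2*. In whole skin *Ccr2* was at 17.1, 54.4 and 40.2 CPM, and the Myel-like share was also highest in DHT. Of the *Ccl2* counts of the DHT library, 58368 of 108040 came from DF-like cells, against 1382 of 8190 in Con. For *Ccl7* the counts were 46636 of 83727 in DHT and 2770 of 6011 in Con. *Ccl2* was also higher in DPC-like cells, where it did not fall in DHT+Ab, at 53.8, 296 and 612 CPM.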

As DFs are abundant in the scalp mesoderm and play a pivotal role in perifollicular fibrosis, we examined the functional impact of DKK3 on these cells. Interestingly, rDKK3 exerted an effect on DFs opposite to that observed in DPCs/DSCs, significantly increasing human DF proliferation in a dose-dependent manner (Figure 6E). This pro-proliferative effect on DFs was specifically mediated by DKK3, as co-treatment with an anti-DKK3 neutralizing antibody normalized DF proliferation back to control levels (Figure 6F). In parallel, rDKK3 markedly induced fibrosis-associated genes in DFs; qPCR revealed upregulation of ECM components *COL1A1*, *COL1A2*, and *COL3A1* (type I and III collagen isoforms; Figure 6G). Consistently, CellChat analysis revealed enhanced FGF and CXCL12 signaling originating from DFs, which are known to regulate fibroblast proliferation and ECM production (Figure 6H). Collectively, these results suggest that activated DFs may contribute to perifollicular fibrotic remodeling through increased growth factor and chemokine-mediated signaling within the follicular microenvironment.

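In DF-like cells of Con, DHT and DHT+Ab, *Fgf7* was at 72.2, 135 and 107 CPM, *Fgf10* at 15.8, 17.7 and 24.4 CPM and *Fgf2* at 31.5, 64.4 and 53.3 CPM. The log2 fold change DHT vs Con was 0.89 for *Fgf7*, 0.15 for *Fgf10* and 1.01 for *Fgf2*. The receptor *Fgfr1* in DF-like cells was at 183, 284 and 245 CPM, and *Fgfr2* at 146, 71.2 and 115 CPM. *Cxcl12* (chromosome 6 of GRCm39 from 117144945 to 117158328) in DF-like cells was at 293, 215 and 479.5 CPM, with a log2 fold change of -0.44 in DHT vs Con and 1.15 in DHT+Ab vs DHT. Its receptor *Cxcr4* was at 495, 409 and 497 CPM in Lymph-like and 202, 87.5 and 189.7 CPM in Myel-like cells. The number of DF-like cells differed between the libraries, which changes the total of a ligand but not its CPM within the class.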

## Discussion

Recent single-cell transcriptomic analyses revealed a striking divergence in the expression patterns of DKK family members and their cognate receptors between mouse (GSE295410) and human skin (GSE212450). As shown in Figure S1, human DPCs and DSCs exhibited strong co-expression of *DKK3* and its noncanonical receptor *CKAP4*, whereas the expression of *DKK1* and its canonical Wnt receptors *LRP5/6* was notably weak in the same cell types. In contrast, mouse skin showed predominant expression of *Dkk2*-*Lrp6* and *Dkk2*-*Kremen1/2* interactions, with relatively lower contribution from *Dkk3*-*Ckap4* signaling. This species-specific divergence underscores the importance of validating Wnt modulator function and therapeutic targets in human-derived models 29, 30. While DKK1 has been widely studied in mouse models of HF cycling and regression, our data suggest that DKK3 plays a more central role in the human HF microenvironment, particularly under androgenic stimulation. These findings caution against direct extrapolation from murine models and highlight the necessity of human single-cell-resolved approaches in dissecting the pathological signaling landscape of AGA.

Although members of the DKK family share structural homology, their expression profiles and functional consequences in the HF microenvironment appear to be distinct 30, 31. In our study and prior transcriptomic datasets (e.g., GSE295410), DKK1 mRNA was found to be weakly expressed in DPCs and ORS cells, despite its well-known upregulation by DHT 8. 

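In the dorsal skin libraries, *Dkk1* had 9, 4 and 2 counts over all kept cells of Con, DHT and DHT+Ab. DPC-like cells held 1, 0 and 2 of them, and OB-like cells 0, 0 and 0. At this depth no difference in *Dkk1* between the conditions was detectable.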

In a preliminary study, we found that DKK1 antibody promoted hair growth in human hair organ culture and accelerate telogen-to-anagen transition in AGA mouse (Figure S7). DKK1 transcripts were predominantly detected in adipose-derived stem cells (ASCs) located around the HF 8, suggesting that Dkk1 derived from ASCs might be involved in hair loss in AGA. Conversely, DKK2, another canonical Wnt antagonist, has been reported to exert hair growth-promoting effects 32. Prior *in vivo* studies have demonstrated that recombinant DKK2 protein can stimulate anagen entry and enhance hair shaft elongation, in contrast to the hair-inhibitory actions of DKK1 32. Notably, DKK3 expression is highly enriched in OB keratinocytes, and its signaling through CKAP4 correlates with androgen-induced hair follicle degeneration. In both human scalp tissue and mouse models, recombinant DKK3 treatment led to significant suppression of hair elongation, while DKK3 neutralizing antibodies rescued hair growth in testosterone- or DHT-induced alopecia settings. These findings underscore that, unlike DKK1 or DKK2, DKK3 may act as an important contributor to hair follicle miniaturization in AGA. Functional differences between DKK family members further support this divergence. While DKK1 has been primarily associated with hair cycle inhibition via suppression of Wnt-dependent epithelial proliferation 10, our data demonstrate that DKK3 drives fibroimmune remodeling, including activation of TGF-β signaling, ECM deposition, and chemokine-mediated immune cell recruitment. These effects are not typically attributed to DKK1 or DKK2 and suggest that DKK3 operates through a mechanistically distinct pathway that contributes to the chronic progression of AGA.

Although both DKK1 and DKK3 have been reported to interact with the membrane receptor CKAP4, accumulating evidence suggests that the nature and functional consequences of these interactions differ significantly. DKK1 is primarily known as a canonical Wnt pathway antagonist, exerting its effects by binding to LRP5/6 and Kremen1/2 to block Wnt–Frizzled complex formation 20, 31. While recent reports have shown that palmitoylation of CKAP4 may allow DKK1 to also associate with CKAP4 at specific membrane microdomains, this interaction appears to be context-dependent and auxiliary, possibly facilitating noncanonical or redundant signaling in certain cancer models or fibroblast systems 20, 33. In contrast, DKK3 is now recognized as a noncanonical ligand for CKAP4, functioning independently of LRP5/6. This distinction is critical, as it places DKK3 outside the classical Wnt inhibitory framework that has been extensively studied in hair biology. Several studies, demonstrate that DKK3-CKAP4 binding initiates distinct downstream cascades, including Akt and NF-κB activation, without engaging β-catenin signaling 19, 34. This makes DKK3-CKAP4 interaction particularly relevant in fibrotic and inflammatory settings, where canonical Wnt modulation may be minimal, but noncanonical cues drive pathological changes. Indeed, our results indicate that DKK3-CKAP4 signaling is dominant in DPCs and DFs of the human scalp, whereas DKK1-CKAP4 contribution appears negligible in the same cell types. These differences highlight that, despite potential overlap in receptor usage, DKK1 and DKK3 engage CKAP4 through distinct signaling routes, resulting in divergent biological outcomes. For therapeutic purposes, this distinction supports the selective targeting of DKK3-CKAP4 as a disease-specific axis in AGA, without interfering with DKK1-mediated canonical Wnt regulation which may serve homeostatic or regenerative functions in other tissues 35, 36.

Given the complexity of AGA pathogenesis, which involves androgen signaling, immune activation, and ECM remodeling, it is unlikely that a single pathway fully accounts for disease progression. Instead, our data support a model in which the DKK3–CKAP4 axis acts as a context-dependent amplifier of fibroimmune remodeling downstream of androgen signaling. DKK3 secreted from OB keratinocytes binds to CKAP4 on neighboring mesenchymal cells, triggering downstream Akt and NF-κB pathways and promoting perifollicular fibrosis, immune cell infiltration, and eventual follicular miniaturization. Our findings suggest that therapeutic interruption of this axis may restore a regenerative environment and reverse the progression of AGA. Among possible strategies to block this pathway, direct neutralization of DKK3 with a monoclonal antibody offers several advantages over CKAP4-targeted approaches. As a secreted ligand, DKK3 is readily accessible to extracellular antibodies and can be selectively blocked without interfering with the broader intracellular functions of CKAP4, which serves as a scaffolding and trafficking protein in diverse physiological contexts. Therefore, anti-DKK3 monoclonal antibodies represent a promising class of targeted biotherapeutics for AGA, offering specificity, safety, and functional reversal of DKK3-driven stromal dysfunction. Our data provide a mechanistic rationale for their development as novel regenerative treatments in hair loss.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
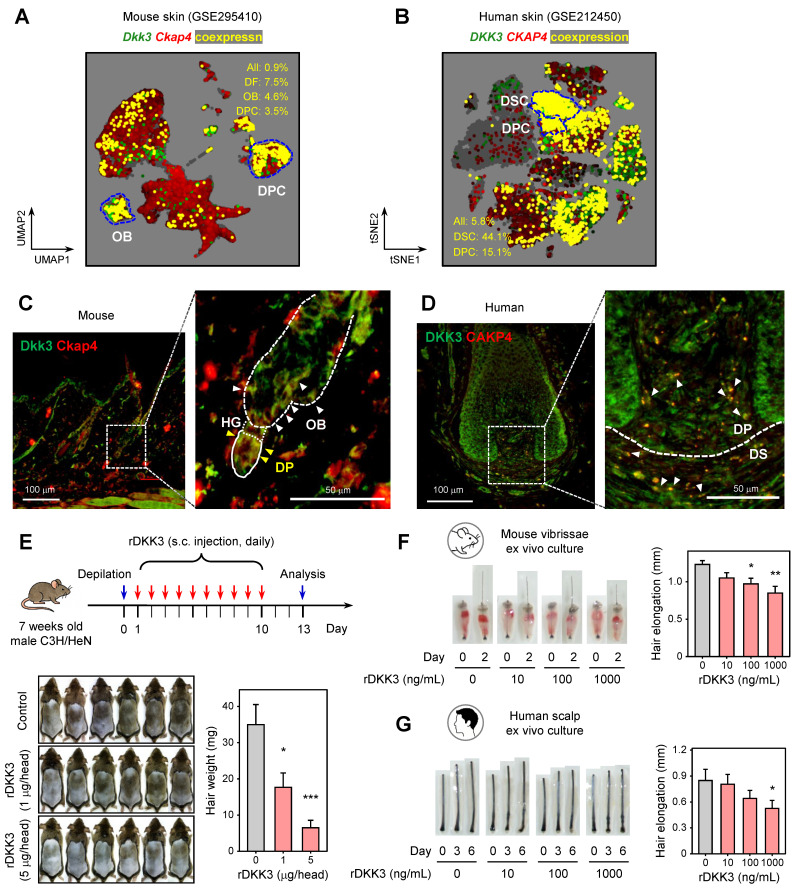
** DKK3–CKAP4 signaling is enriched in mouse and human hair follicles and recombinant DKK3 suppresses hair growth. (A, B)** UMAP embedding showing the co-expression patterns of *Dkk3* (*DKK3*) and *Ckap4* (*CKAP4*) in single-cell RNA-seq datasets of mouse dorsal skin (GSE295410, **A**) and human scalp (GSE212450, **B**). Cells expressing *Dkk3* are shown in green, *Ckap4* in red, and co-expressing cells in yellow. The percentages of co-expressing cells across all populations and within specific cell types are indicated. **(C, D)** Immunofluorescence staining of mouse (**C**) and human (**D**) HFs showing DKK3 (green) and CKAP4 (red) localization. Magnified views of the dotted boxes are shown on the right. In mouse HFs (**C**), the outer bulge (OB) is outlined with a dotted line and the dermal papilla (DP) with a solid line. Yellow arrowheads indicate co-localization in the DP and white arrowheads in the OB. In human HFs (**D**), white arrowheads indicate co-localization at the DP/dermal sheath (DS) boundary. Scale bars: left, 100 μm; right, 50 μm. **(E)** C3H/HeN mice were depilated and treated daily with rDKK3 (1 or 5 μg/head) for 10 days. Representative dorsal images on day 13 show suppressed hair regrowth in rDKK3-treated groups compared to control (PBS). Quantification of hair weight on day 13 confirmed a dose-dependent inhibition of hair growth by rDKK3 (*n* = 6 per group). ^*^P < 0.05, ^***^P < 0.001. **(F, G)** Representative images and quantitative measurements of hair shaft elongation in mouse vibrissae (**F**) and human scalp (**G**) HF organ cultures treated with rDKK3 (10, 100, 1000 ng/mL). Data are presented as mean ± s.e.m. (*n* = 10).

**Figure 2:**
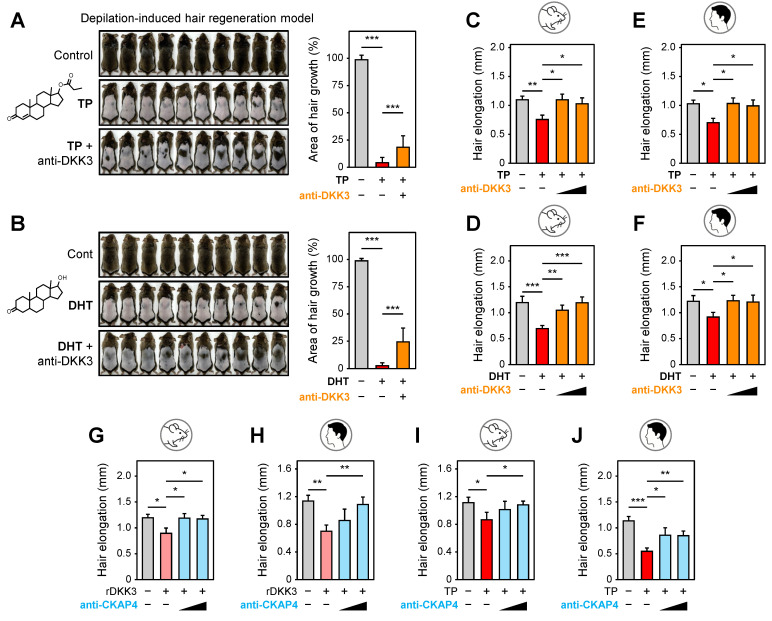
** Neutralization of DKK3 and CKAP4 promotes hair growth in androgen-induced hair loss models. (A, B)** Representative dorsal photographs and quantification of hair regrowth area (%, mean ± s.e.m.) on day 19 in mice treated with testosterone propionate (TP, **A**) or dihydrotestosterone (DHT, **B**) with or without anti-DKK3 antibody. ^***^P < 0.001. **(C, D)** In mouse vibrissae hair follicle organ cultures, TP (100 nM) or DHT (100 nM) suppressed hair shaft elongation, which was reversed by anti-DKK3 antibody (10 and 100 ng/ml). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. **(E, F)** In human hair follicle organ cultures, TP (100 nM) or DHT (100 nM) suppressed hair shaft elongation, which was rescued by anti-DKK3 antibody treatment (100 and 1000 ng/ml). ^*^P < 0.05. **(G)** Mouse vibrissae follicle organ culture treated with rDKK3 (1 μg/mL) in the presence or absence of anti-CKAP4 antibody (10 and 100 ng/mL). ^*^P < 0.05. **(H)** Human hair follicle organ culture treated with rDKK3 (1 μg/ml) in the presence or absence of anti-CKAP4 antibody (0.1 and 1 μg/mL). ^**^P < 0.01.** (I)** Mouse vibrissae follicle organ culture treated with TP (100 nM) in the presence or absence of anti-CKAP4 antibody (10 and 100 ng/mL). ^*^P < 0.05. **(J)** Human hair follicle organ culture treated with TP (100 nM) in the presence or absence of anti-CKAP4 antibody (0.1 and 1 μg/mL). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001.

**Figure 3:**
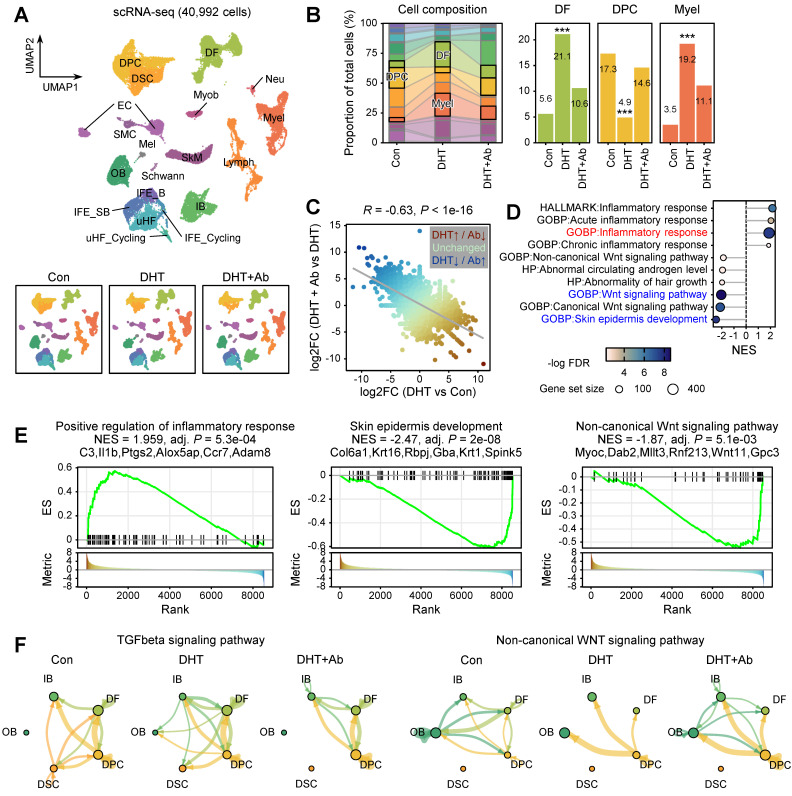
** Single-cell transcriptomic analysis reveals DKK3-dependent remodeling of the follicular microenvironment in DHT-induced AGA model. (A)** UMAP visualization of 40,992 single cells obtained from dorsal skin of control (Con), DHT-induced AGA (DHT), and DHT-treated skin co-administered with an anti-DKK3 antibody (DHT+Ab). Cells were annotated into 19 major lineages, including: interfollicular epidermal keratinocytes (IFE_B, basal; IFE_SB, suprabasal; IFE_Cycling), upper hair follicle keratinocytes (uHF, uHF_Cycling), outer bulge (OB) and inner bulge (IB) hair follicle keratinocytes, mesenchymal populations (dermal fibroblasts [DF], dermal papilla cells [DPC], dermal sheath cells [DSC]), immune cells (lymphocytes [Lymph], myeloid cells [Myel], neutrophils [Neu]), and other cell types including myoblasts (Myob), skeletal muscle (SkM), smooth muscle cells (SMC), endothelial cells (EC), Schwann cells, and melanocytes (Mel). **(B)** Changes in cell-type composition across experimental conditions. Statistical significance was determined by a binomial test (^***^P < 0.001). **(C)** Scatter plot correlating transcriptional changes between [DHT vs. Con] and [DHT+Ab vs. DHT]. Each dot represents an individual gene, color-coded by the difference in fold change (log_2_FC [DHT vs. Con] – log_2_FC [DHT+Ab vs. DHT]). **(D)** Gene set enrichment analysis (GSEA) of pseudobulk differentially expressed genes (DEGs) using *fgsea*. The input was ranked by the difference in fold change against Gene Ontology (GO) terms. **(E)** Representative GSEA plots for “Positive regulation of inflammatory response,” “Skin epidermis development,” and “Non-canonical Wnt signaling pathway.” Normalized enrichment score (NES) and leading-edge genes are indicated. **(F)** CellChat analysis illustrating TGF-β and non-canonical WNT signaling pathways across HF keratinocytes and mesenchymal cells. The thickness of lines connecting cell types is proportional to the calculated interaction strength.

**Figure 4:**
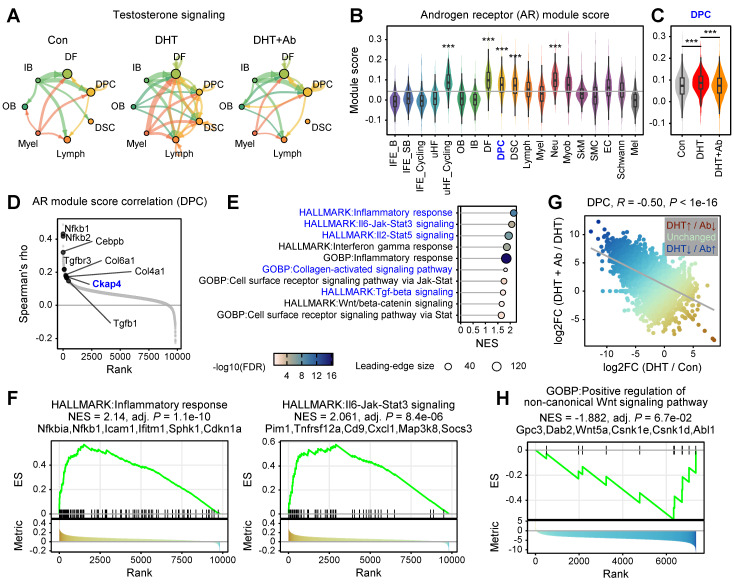
** Androgen-driven AR activity activates fibroimmune transcriptional programs in dermal papilla cells. (A)** CellChat analysis showing enhanced testosterone-related signaling interactions within the hair follicle niche. Line thickness represents interaction strength. **(B)** Androgen receptor (AR) target gene module scores across cell populations were calculated using *AddModuleScore* function in Seurat. Scores were compared using a two-sided t-test (^***^P < 0.001). **(C)** Violin plots showing AR module scores in DPCs across conditions. **(D)** Rank-order plot of genes correlated with AR module scores in DPCs. Dots represent individual genes ranked by Spearman’s rho. **(E, F)** GSEA of AR-correlated genes in DPCs. Dot size represents the number of genes in the leading edge; color represents -log_10_(FDR), and representative GSEA plots are shown (**F**). **(G)** Scatter plot correlating transcriptional changes in DPCs between [DHT vs. Con] and [DHT+Ab vs. DHT]. **(H)** GSEA of DEGs in DPCs ranked by the difference in fold change against a GO term, “Positive regulation of non-canonical Wnt signaling pathway.”

**Figure 5:**
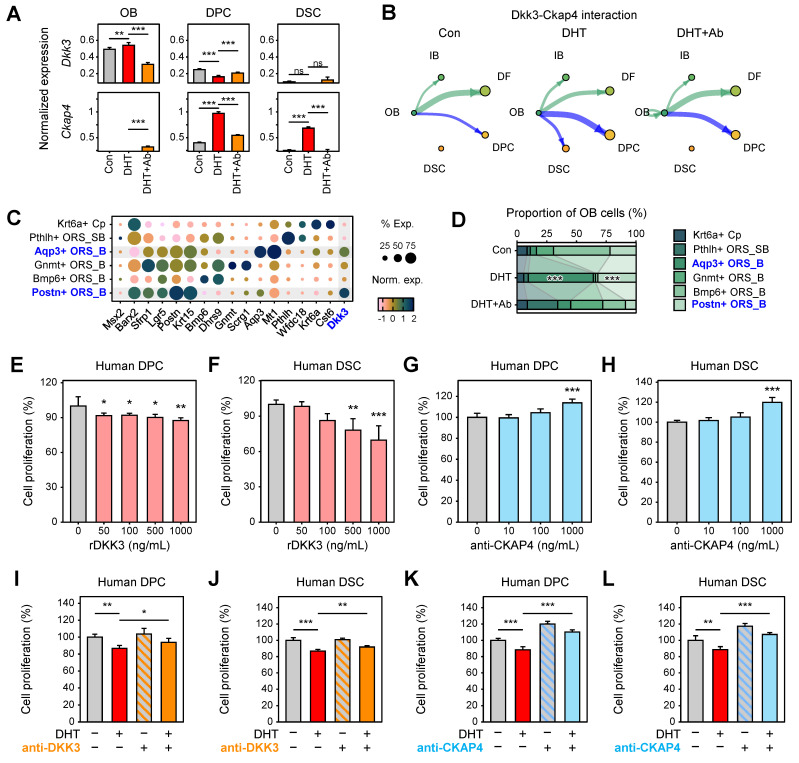
** DKK3 secreted from outer bulge keratinocytes activates CKAP4 signaling in dermal papilla and dermal sheath cells. (A)** Expression levels of *Dkk3* and *Ckap4* across experimental conditions (Wilcoxon test, ^**^P < 0.01, ^***^P < 0.001). **(B)** CellChat analysis of Dkk3–Ckap4 interaction across HF keratinocytes and mesenchymal compartments.** (C)** Dot plot showing marker gene expression defining OB keratinocyte subpopulations, including outer root sheath (ORS) and companion layer (Cp) cells: Postn+ ORS_B (ORS basal), Bmp6+ ORS_B, Gnmt+ ORS_B, Aqp3+ ORS_B, Pthlh+ ORS_SB (ORS suprabasal), and Krt6a+ Cp cells. **(D)** Compositional changes of OB subpopulations across conditions (left) and their distribution. Statistical significance was determined by a binomial test (^***^P < 0.001). **(E, F)** Effects of rDKK3 on proliferation of cultured human DPCs (**E**) and DSCs (**F**), showing dose-dependent suppression of cell proliferation. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. **(G, H)** Effects of CKAP4 inhibition on the proliferation of DPCs (**G**) and DSCs (**H**), demonstrating restoration of cell proliferation following CKAP4 blockade. **(I, J)** Effects of anti-DKK3 antibody on DHT-induced suppression of cell proliferation in DPCs (**I**) and DSCs (**J**). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. **(K, L)** Effects of CKAP4 inhibition on DHT-induced suppression of cell proliferation in DPCs (**K**) and DSCs (**L**). ^**^P < 0.01, ^***^P < 0.001.

**Figure 6:**
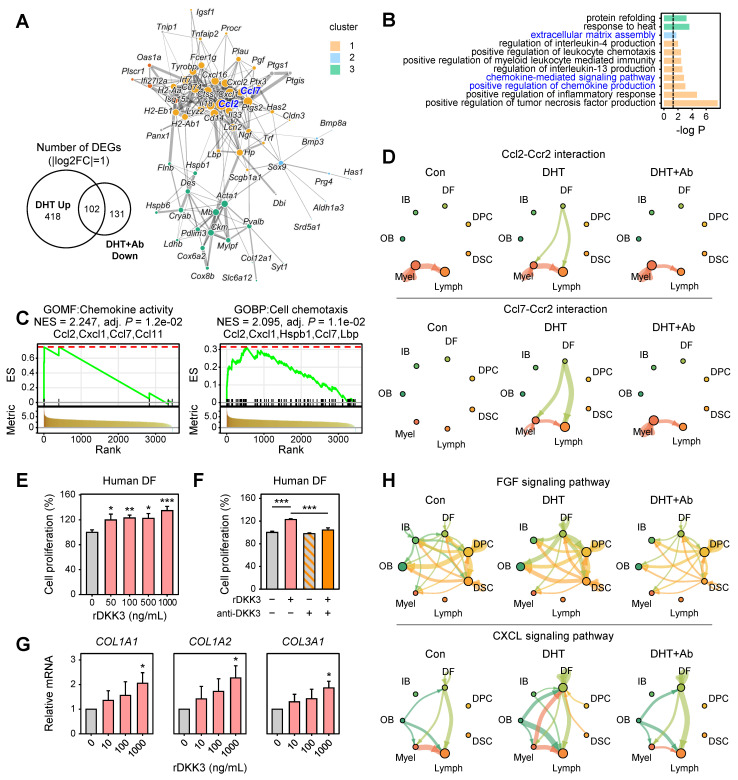
** DKK3 promotes fibroimmune activation and perifollicular fibrosis in dermal fibroblasts. (A)** STRING protein–protein interaction (PPI) network of genes upregulated by DHT and downregulated by anti-DKK3 antibody in DFs. Clusters were identified using the edge-betweenness (Girvan–Newman) algorithm. **(B)** GO enrichment analysis of the three identified PPI clusters. **(C)** GSEA of DEGs in DFs, highlighting chemokine activity and cell chemotaxis pathways. **(D)** CellChat analysis of chemokine signaling (Ccl2–Ccr2 and Ccl7–Ccr2 interactions) originating from DFs toward immune populations. **(E)** Effects of rDKK3 on proliferation of cultured human DFs. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001. **(F)** Neutralization of DKK3 suppresses rDKK3-induced DF proliferation. **(G)** qPCR analysis showing upregulation of fibrosis-associated genes, including *COL1A1*, *COL1A2*, and *COL3A1*, following rDKK3 treatment. **(H)** CellChat analysis of intercellular communication networks for the FGF and CXCL12 signaling pathways originating from DFs.

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE325671. Publicly available datasets utilized for meta-analysis were obtained from GEO, including GSE295410 (mouse) and GSE212450 (human).

## Abbreviations

AGA: Androgenetic alopecia
AR: androgen receptor
CKAP4: cytoskeleton-associated protein 4
DEGs: differentially expressed genes
DFs: dermal fibroblasts
DHT: dihydrotestosterone
DKK: Dickkopf
DPCs: dermal papilla cells
DSCs: dermal sheath cells
ECM: extracellular matrix
GO: gene ontology
GSEA: gene set enrichment analysis
HF: hair follicle
LRP5/6: lipoprotein receptor-related protein 5/6
mAb: monoclonal antibody
OB: outer bulge
rDKK3: recombinant DKK3 protein
PPI: Protein–protein interaction
scRNA-seq: single-cell RNA sequencing
SE: standard error
TP: testosterone propionate
t-SNE: t-distributed stochastic neighbor embedding
UMAP: uniform manifold approximation and projection

# Supplementary material for: DKK3–CKAP4 signaling drives fibroimmune remodeling and hair follicle miniaturization in androgenetic alopecia
**Source:** Theranostics. 2026 May 29;16(13):7124–38. doi: 10.7150/thno.135412
**Supplement:** Supplementary file 1 — Supplementary figures and table.

# **DKK3–CKAP4 signaling drives fibroimmune remodeling and hair follicle miniaturization in androgenetic alopecia**

Seungchan An<sup>1,2,3,#</sup>, Hyunju Kim<sup>1,#</sup>, Mei Zheng<sup>1</sup>, In Guk Park<sup>2</sup>, Leegu Song<sup>1</sup>, Jino Kim<sup>4</sup>, Minsoo Noh<sup>2,\*</sup>, and Jong-Hyuk Sung<sup>1,\*</sup>

<sup>#</sup>Equal contribution

**Supplementary Table 1**

| <b>Ligand</b> | <b>Receptor</b> | <b>Reference</b> |
|---------------|-----------------|------------------|
| DKK1          | LRP5            | PMID:17143291    |
| DKK1          | LRP6            | PMID:11357136    |
| DKK1          | KREMEN1         | PMID:12050670    |
| DKK1          | KREMEN2         | PMID:12050670    |
| DKK1          | CKAP4           | PMID:27322059    |
| DKK2          | LRP5            | PMID:17143291    |
| DKK2          | LRP6            | PMID:11357136    |
| DKK2          | KREMEN1         | PMID:17143291    |
| DKK2          | KREMEN2         | PMID:12527209    |
| DKK3          | KREMEN1         | PMID:20370576    |
| DKK3          | KREMEN2         | PMID:20370576    |
| DKK3          | CKAP4           | PMID:35708905    |
| DKK3          | ACKR3           | PMID:29980568    |

**Table S1. Literature-curated list of DKK family ligands and their cognate receptors.** The table summarizes previously reported interactions between DKK1, DKK2, and DKK3 and their respective receptors, including LRP5/6, KREMEN1/2, CKAP4, and ACKR3, along with their corresponding PubMed identifiers (PMID).

## Supplementary Figure 1

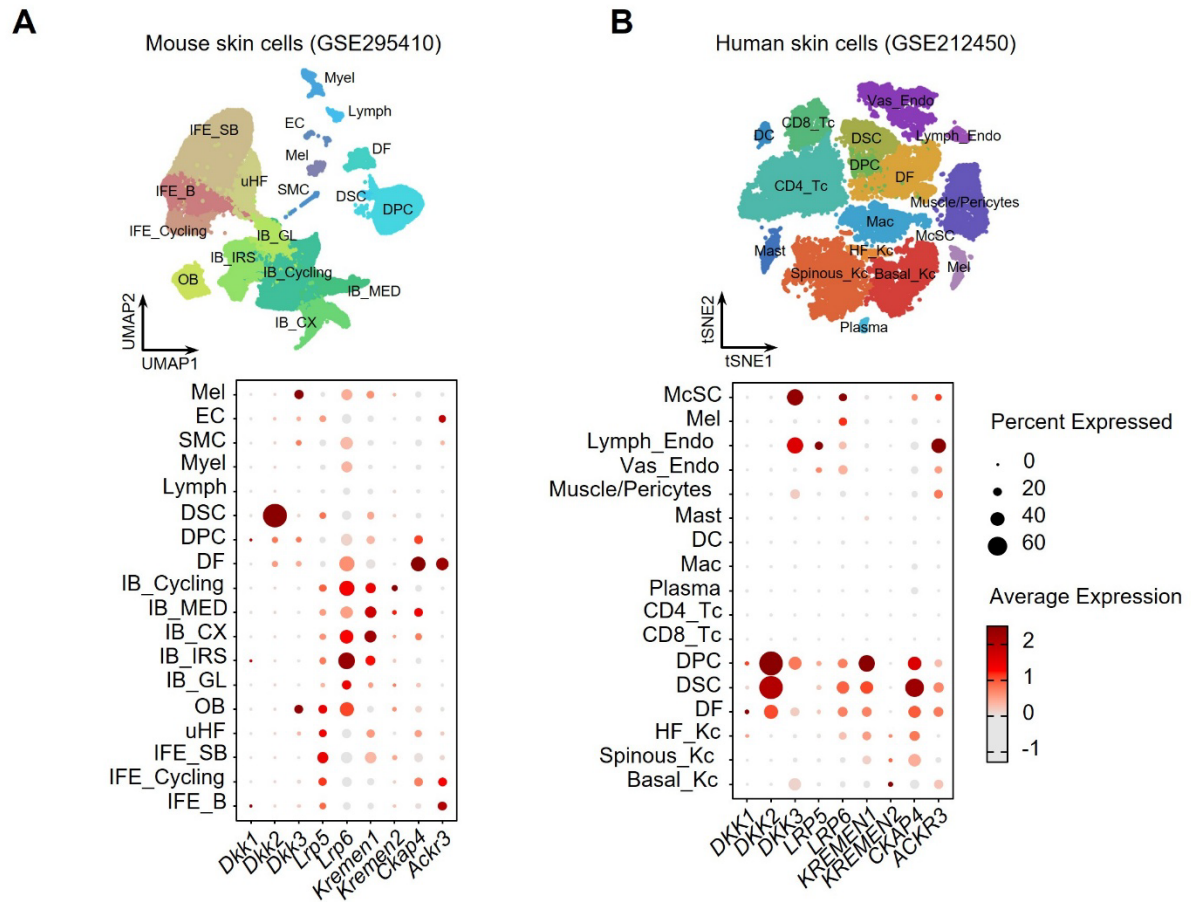

**Figure S1. Expression of DKK families and their receptors in mouse (A) and human (B).** Single-cell RNA-seq analysis of mouse skin (GSE295410) and human skin (GSE212450). Top: UMAP (mouse) and t-SNE (human) visualization showing annotated cell clusters. Bottom: Dot plot displaying the expression levels and proportion of cells expressing Dkk family genes (Dkk1-3) and known DKK receptors (Lrp5, Lrp6, Kremen1, Kremen2, Ckap4, Acrk3) across various cell types.

## Supplementary Figure 2

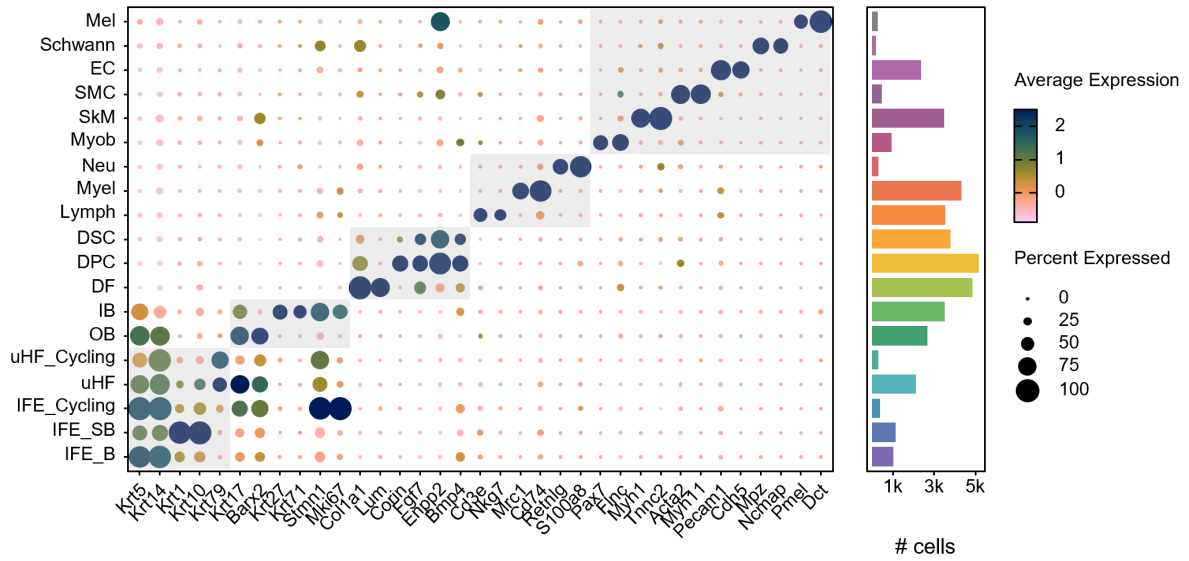

**Figure S2. Marker gene expression defining the identified cell lineages.** (Left) Dot plot displaying the expression of selected canonical marker genes used for cell-type annotation. The 19 major cell lineages correspond to the populations visualized in the UMAP of Figure 3A. The size of each dot represents the percentage of cells within a specific cluster expressing the indicated marker gene, and the color intensity reflects the average expression level (scaled). Gray shading highlights representative markers that uniquely define each population, including epithelial keratinocytes (IFE\_B, IFE\_SB, IFE\_Cycling, uHF, uHF\_Cycling, OB, IB), mesenchymal populations (DF, DPC, DSC), immune cells (Lymph, Myel, Neu), and other structural or niche-associated cell types (Myob, SkM, SMC, EC, Schwann, Mel). (Right) The bar graph indicates the total count of single cells recovered for each identified cell type, totaling 40,992 cells analyzed in the study.

## Supplementary Figure 3

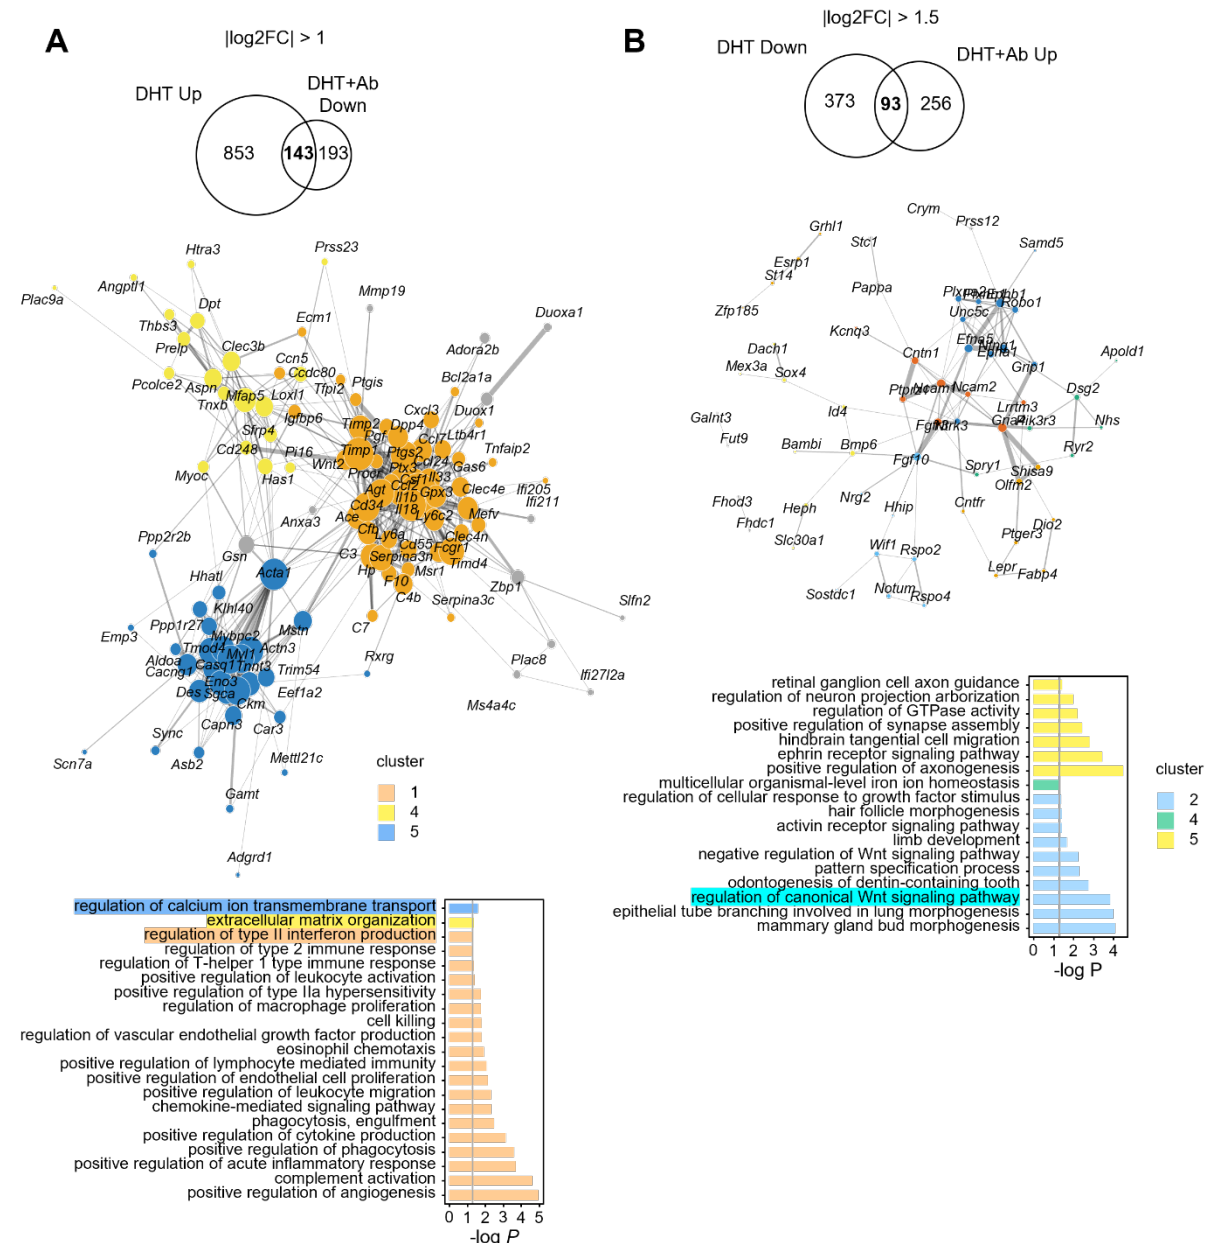

**Figure S3. Functional enrichment of DEGs reversed by anti-DKK3 antibody treatment.**

(A) Identification and functional characterization of genes upregulated by DHT and downregulated by anti-DKK3 antibody. (Top) Venn diagram showing the overlap between genes significantly upregulated in DHT-treated skin (vs. Con) and those downregulated in DHT+Ab-treated skin (vs. DHT). (Middle) STRING network constructed from the shared DEGs. (Bottom) Gene Ontology (GO) biological process enrichment analysis performed for

each identified community. Representative terms with an adjusted  $P < 0.05$  are shown. **(B)** Identification and functional characterization of genes downregulated by DHT and restored by anti-DKK3 antibody.

## Supplementary Figure 4

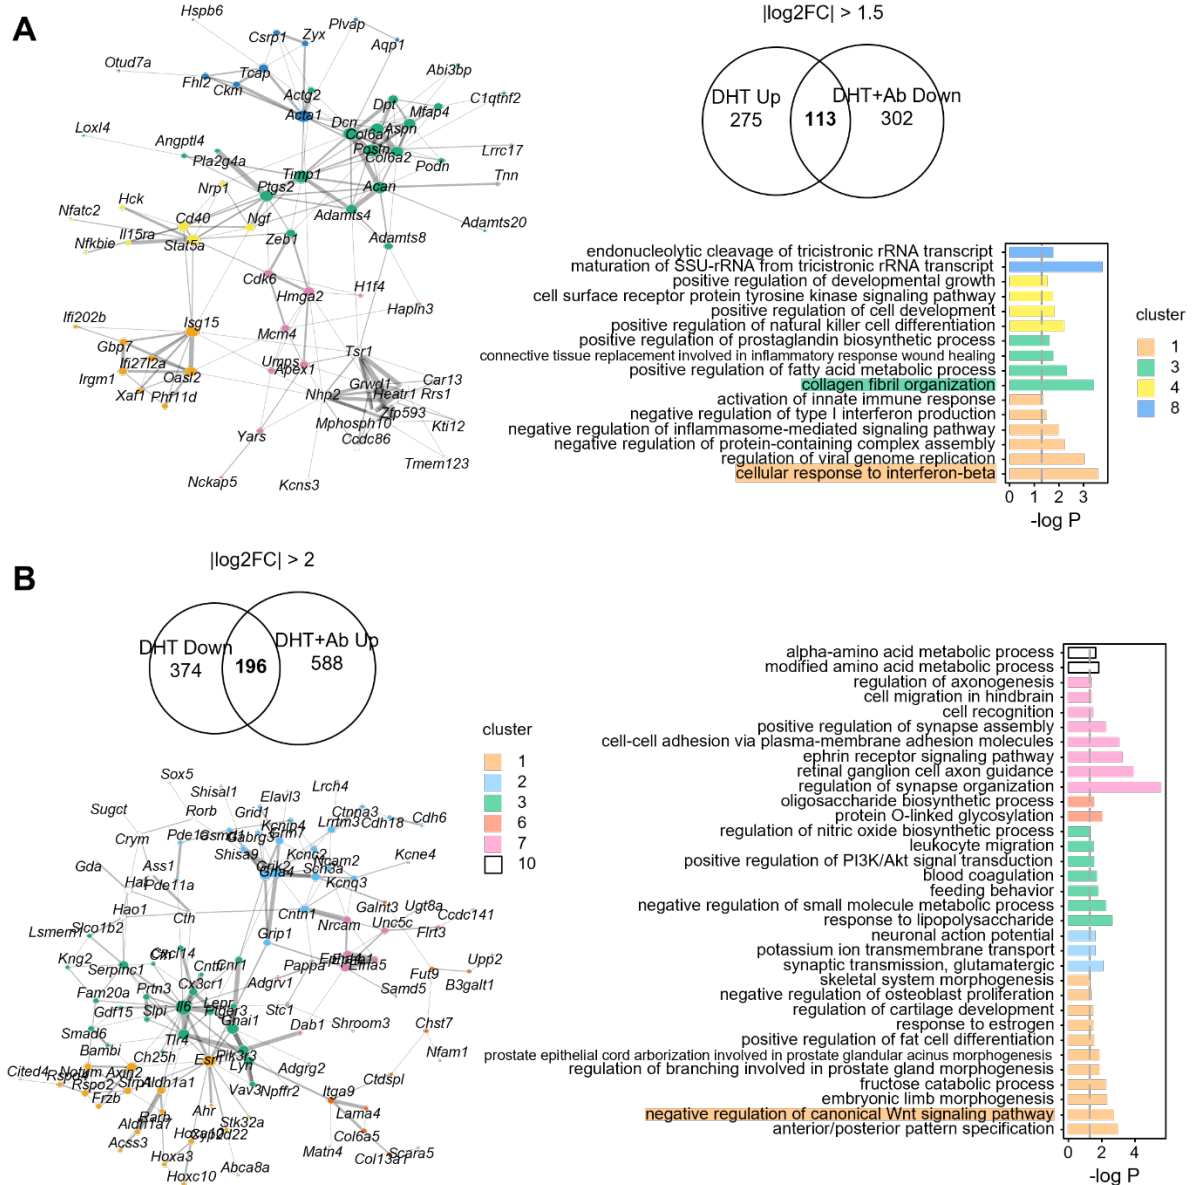

**Figure S4. Functional enrichment of DEGs reversed by anti-DKK3 antibody treatment in DPCs. (A) Identification and functional characterization of genes upregulated by DHT and downregulated by anti-DKK3 antibody. (B) Identification and functional characterization of genes downregulated by DHT and restored by anti-DKK3 antibody.**

### Supplementary Figure 5

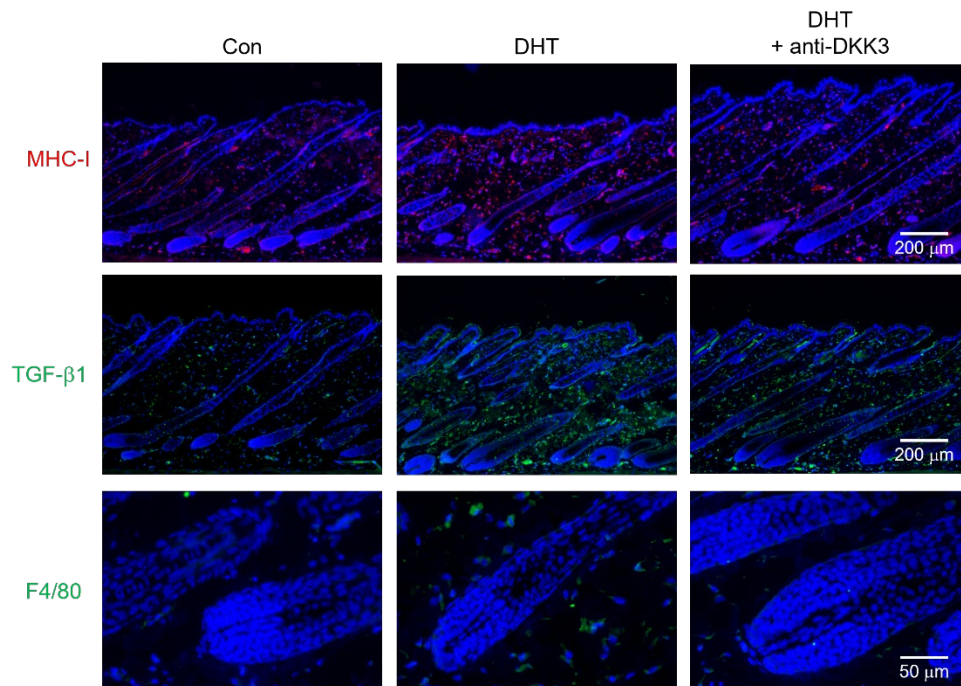

**Figure S5. In vivo validation of fibroimmune remodeling in androgen-induced AGA mouse skin.** Representative immunofluorescence images of dorsal skin sections from control, DHT-treated, and DHT plus anti-DKK3 antibody-treated mice. MHC-I (red) staining demonstrates increased immune activation in the dermal compartment following DHT treatment, which is reduced upon DKK3 neutralization. TGF- $\beta$ 1 (green) staining reveals enhanced extracellular matrix remodeling and fibroblast activation under androgen exposure, with decreased expression observed after anti-DKK3 antibody treatment. F4/80 (green) staining indicates increased macrophage infiltration in DHT-treated skin, which is attenuated by DKK3 blockade. Nuclei are counterstained with DAPI (blue). Scale bars: 200  $\mu$ m (top and middle panels), 50  $\mu$ m (bottom panels).

## Supplementary Figure 6

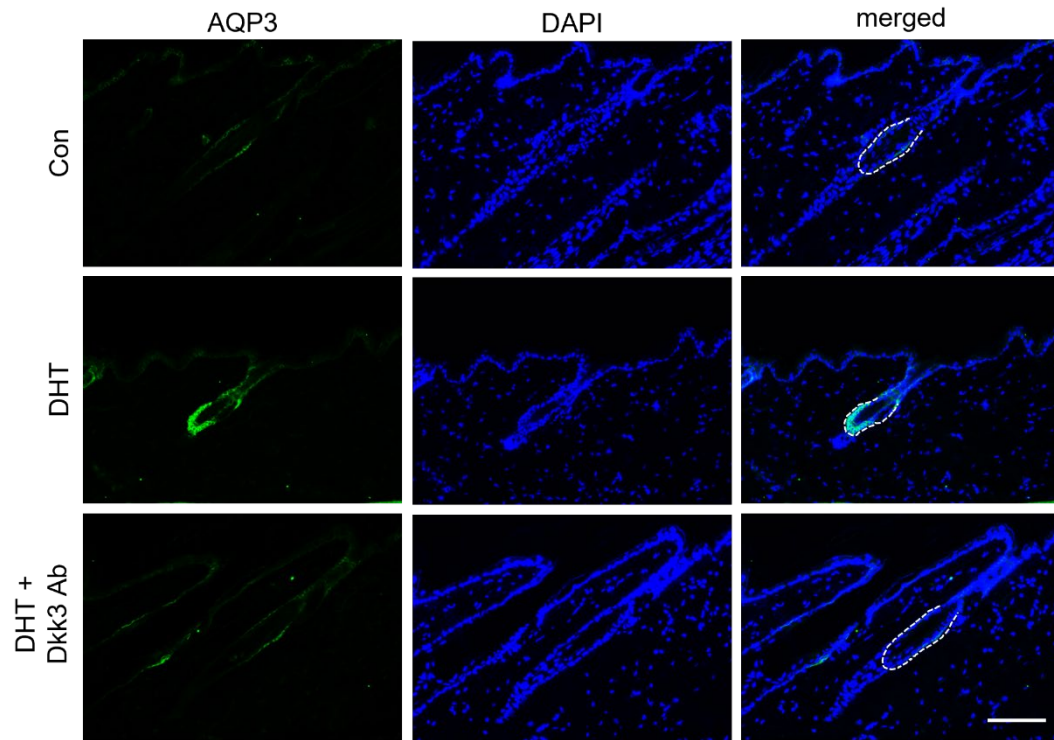

**Figure S6. Increased expression of aquaporine3 (AQP3) in hair follicle keratinocytes of AGA model (DHT treatment), and its reversal after DKK3 antibody.** Representative immunofluorescence images showing aquaporin 3 (AQP3, green) expression in mouse dorsal skin under control (Con), DHT-treated (DHT), and DHT plus anti-DKK3 antibody (DHT + DKK3 Ab) conditions. Nuclei are counterstained with DAPI (blue). Merged images highlight AQP3 expression in the hair follicle bulge region (white dashed outline). Scale bars, 100  $\mu$ m.

## Supplementary Figure 7

**A**

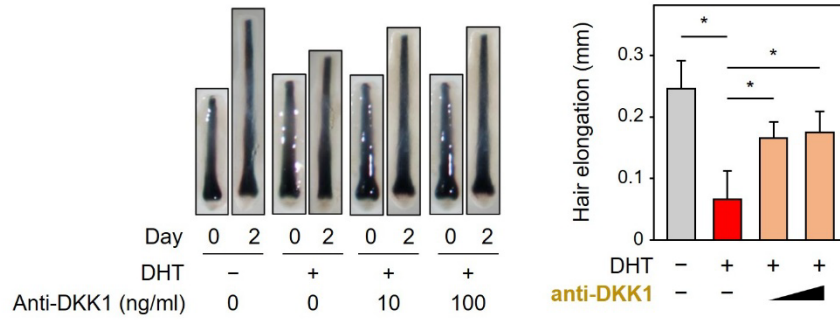

**B**

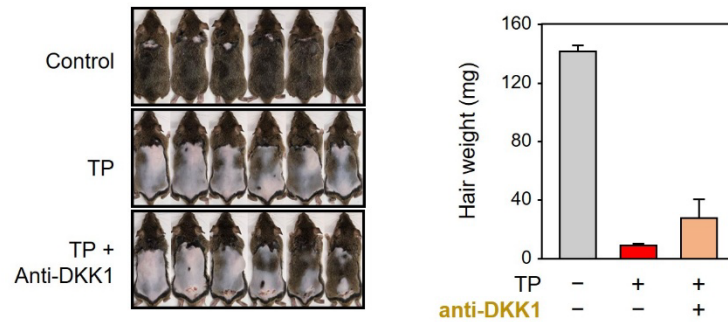

**Figure S7. Hair growth promoting effect of DKK1 antibody. (A)** In human hair follicle organ cultures, DHT (100 nM) suppressed hair shaft elongation, which was rescued by anti-DKK1 antibody treatment (10 and 100 ng/ml).  $*P < 0.05$ . **(B)** Representative dorsal photographs and quantification of hair weight (mean  $\pm$  s.e.m.) in mice treated with testosterone propionate (TP) with or without anti-DKK1 antibody.

How the deposited data were processed for this re-analysis (not part of the article)

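Single-cell RNA-seq of dorsal skin was examined in 3 groups of male C3H mice, Con, DHT and DHT+Ab, each a pool of 4 mice in 1 library. The authors made the deposited files with Cell Ranger against the mouse reference of GRCm39 and deposited UMI counts per gene and barcode, with no normalization, before the filters and the annotation of the paper. Every deposited barcode had at least 500 UMIs. Intervals given with the values (95%, exact) cover counting error only. Cells are not replicates, so no p-value, standard error or count of significant genes was computed between conditions. The human cultures, the organ cultures, the immunostaining and the other datasets that the paper cites were not analysed here.

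Cells with 200 to 8000 genes and at most 10% mitochondrial counts were kept, as in the methods of the paper. DoubletFinder was not used here. Doublet scores were computed per library with Scrublet as implemented in scanpy 1.11.5, and 0.4% of the barcodes per 1000 barcodes in the library, those with the highest scores, were removed. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-image 0.26.0 and matplotlib 3.10.9 were used. Clustering was done in Seurat 5.3.0 under R 4.3.3, with log-normalization to 10000 counts, 2000 variable genes, integration of the 3 libraries by canonical correlation (CCA) anchors, 30 dimensions, 20 neighbors and Louvain clustering at a resolution of 1. A cluster took the name of the class whose fixed markers scored highest, with a minimum score of 1 and at least 3 detected markers, and otherwise stayed unnamed. OB-like cells were clustered again with the same steps at a resolution of 0.5.

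For expression, UMI counts were summed over the kept cells of a class and library, and written as CPM with Poisson intervals. Fold changes are differences of log2(CPM + 1) for genes with at least 30 counts over the 3 libraries, and a pseudocount understates the change of low genes. Differences past 1 on the log2 scale are counted by a rule of size, the threshold of the paper, which is not a test. Because both contrasts share the DHT library, correlations and counts of reversed genes were set beside 100 simulations with no change and 100 random orders of the 3 values of each gene, and beside 10 random splits of the DHT cells. Shares of cells with a UMI were compared after thinning each cell to 1500 UMIs, leaving out shallower cells. The GO, Hallmark and TFLink sets, STRING and CellChat were not used here. In their place, 6 gene lists were scored (inflammatory, extracellular matrix, canonical Wnt targets, non-canonical Wnt, epidermis and hair, androgen response), each against 10000 random lists of the same size matched on mean expression, and the levels of ligands and receptors were read per class. The androgen response score is a mean of log-normalized expression minus that of control genes matched on expression (257 control genes in all). It has no true zero, so differences and SDs are given. In whole skin, that list had a median log2 fold change of -0.35 in DHT vs Con, which TMM scaling moved to -0.11, and of 0.20 in DHT+Ab vs DHT, which changed sign to -0.01 under TMM. Gene coordinates are those of GENCODE on GRCm39, matched by Ensembl identifier, and the annotation release of the authors is another one.

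The counting steps were tested on simulated counts in which 200 genes were changed 4-fold. The rule of size recovered 134 of them in whole skin, over 21881 genes, with 0 unchanged genes past the threshold. For DF-like sums, over 14680 genes, it recovered 182, with 0 unchanged genes past the threshold. For DPC-like sums, over 14757 genes, it recovered 187, with 83 unchanged genes past the threshold, so that the small DHT sum of DPC-like cells limits what single genes there can show.

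The markers, the gene lists, the filters, the alternatives and the rule for the genes named in the text were set before the data were examined, apart from clustering without the markers, the subtraction of free RNA and the thresholds of 1.5 and 2 for DF-like cells and whole skin. That rule takes every gene that the paper names for the mouse scRNA-seq, the ligands and receptors of its named pathways, and the 5 genes at either end of the difference of the log2 fold changes (DHT vs Con minus DHT+Ab vs DHT), among genes with at least 200 counts, in whole skin, DF-like and DPC-like cells. Of these, 1 gene is not reported here. The alternatives were no doublet removal, 0.8% in place of 0.4% per 1000 barcodes, a mitochondrial limit of 5%, a minimum of 500 genes, no integration, reciprocal PCA, a resolution of 2, a pseudocount of 10, a minimum of 300 counts, TMM scaling in edgeR 4.0.16, thinning to the smallest total, the average cell type composition, means over cells, thinning to 3000 UMIs, and other sub-clustering. For the subtraction of free RNA, its share in a class was estimated as the CPM of the 7 skeletal muscle markers in the class over their CPM in the library, which gave 7.69% for DF-like cells of DHT. The same estimate gave 122% for the 62 Neu-like cells of Con, so it is not reliable for every class.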

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

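The tests of fat genes, of muscle markers, of clustering without the markers and of the summed DPC and DSC markers were chosen only after the results were seen, as was the use of the minimum of 500 genes, an alternative set beforehand, as a test of the SkM-like share. Each class below was picked by a share more than 2 times that of Con with an interval above that of Con, or by opposite changes in DPC-like and DSC-like cells.

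The Adipocyte-like cluster, a class that the paper does not report, held 2.62% of the kept cells of DHT (363 cells), and 0 cells of Con (interval up to 0.0203%) and of DHT+Ab (up to 0.0298%). The level of *Cfd* outside the cluster was 3.496 CPM in DHT, against 0.285 CPM in Con and 0.181 CPM in DHT+Ab. Of the other fat genes outside the cluster, *Lpl* was higher in both treated groups (57.8, 181 and 194 CPM in Con, DHT and DHT+Ab), and *Adipoq* was not higher in DHT (0.827, 0.417 and 0.197 CPM). RNA of fat cells outside the cluster is therefore not settled by these genes. Fat tissue that was taken with the skin of the DHT mice alone would leave such a difference, and so would a response of dermal fat to DHT. With 1 library per condition these cannot be told apart, although the paper states that excess fat was trimmed. The cluster may be a property of that library, since the *Cfd* level of 3.496 CPM outside it is what both would leave.

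SkM-like cells were 3.31% of the kept cells in Con, 13.2% in DHT and 9.11% in DHT+Ab, and the paper does not discuss this change. Cells with few genes were tested as the source. At a minimum of 500 genes per cell, the SkM-like share of DHT was 13.3%, which argues against them. At the same minimum the shares of Con and DHT+Ab were 1.89% and 5.38%. How deep the skin was cut, and so how much of the muscle layer under it entered each pool, was not tested and stays open beside an effect of the treatment. The rise has a consequence for other classes. Skeletal muscle markers were higher in DHT than in Con in classes with no muscle program, by a median of 3.45 on the log2 scale in Lymph-like cells, 2.78 in Myel-like cells and 3.71 in OB-like cells. In DF-like and DPC-like cells they rose by 3.62 and 4.19. Free RNA from muscle cells is therefore a candidate explanation for muscle genes such as *Acta1* among the genes that were higher in DHT and then lower in DHT+Ab.

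IB-like cells were 2.47% of the kept cells in Con and 13.1% in DHT+Ab, above Con, while the paper discusses other classes. The class joins a cluster led by hair keratins and *Tchh*, with 227, 48 and 778 cells of Con, DHT and DHT+Ab, and a cluster led by genes of cycling cells such as *Top2a* and *Mki67*, with 223, 106 and 847, and both grew from Con to DHT+Ab. The name of the cycling cluster rests on a score of 1.10, near the minimum of 1. Clustering on the marker genes themselves was tested as the source. With the markers left out, the IB-like share of DHT+Ab was 19.4% and that of Con 5.58%, which argues against it. The clusters were still named from the same markers, so naming as a source was not tested. The unnamed share of DHT+Ab fell from 11.8% to 0.331% in that setting, so the IB-like class there is a wider one. A later or larger anagen phase in the DHT+Ab mice may raise the share, as may a difference in how follicles were released from the skin. Neither was tested.

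From DHT to DHT+Ab the DPC-like share changed by 9.42 percentage points and the DSC-like share by -7.21 percentage points, and the difference between these changes was not tested, for lack of replicates. The DSC-like class joins a cluster with a score of 1.99 and 1177, 765 and 300 cells of Con, DHT and DHT+Ab, and a cluster with a score of 1.07, near the minimum of 1 for a name, and 1447, 685 and 102 cells. Cells of unchanged expression that moved across the boundary between the clusters would leave the markers of the summed classes as they were. In the sum of both classes, 7 of 8 DPC markers were higher in DHT+Ab than in DHT, with a median log2 fold change of 2.46. The 4 DSC markers had a median of 0.14 and went both ways. This argues against the boundary as the whole source. A change of state between DSCs and DPCs, as in the hair cycle, may account for it, as may a loss of DSCs in 1 pool, and neither was tested.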

How the results depend on the processing

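The settings without the marker genes and with free RNA subtracted were chosen only after the data were seen, and the other tests here were not. No paired analysis was possible because each condition has 1 library and no replicate numbers. For the same reason no replicate was left out.

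Of 1506 comparisons of a value with its value under an alternative, 1038 stayed, 465 moved by more, and 3 called values changed direction. To stay meant within the counting error of the value, or within 1.5 times for a count of genes or cells. For correlations and gene list medians it meant within a relative tolerance of 0.25, a wide limit under which a change of r from -0.71 to -0.62 counts as staying. A change of sign in a value too small to be called is not among these 3. Among single genes, 746 of 1100 stayed and 354 moved. Among gene lists, 86 of 144 stayed, 56 moved and 2 called medians changed direction. Uncalled medians that changed sign were that of the inflammatory list in DPC-like cells, to -0.03 with TMM in DHT vs Con and to -0.22 at a minimum of 300 counts and -0.27 after thinning in DHT+Ab vs DHT, and that of the androgen response list in whole skin, to -0.01 with TMM in DHT+Ab vs DHT.

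The shares of DF-like cells rose from Con to DHT and were lower in DHT+Ab than in DHT under all 8 settings, as did those of Myel-like cells. Relative to the main shares, the largest shifts were in Con at a mitochondrial limit of 5%, to 5.17% DF-like and 3.30% Myel-like cells. Another was a DF-like share of 8.73% in DHT+Ab with 0.8% of barcodes removed per 1000. Of these 3 classes, DPC-like shares moved most. With 0.8% removed they were 6.55%, 1.28% and 9.35% in Con, DHT and DHT+Ab. Without integration they were 12.3%, 1.16% and 13.2%. In Con the share was 8.35% with no doublets removed, 5.85% with reciprocal PCA and 10.6% at a resolution of 2, and in DHT it was 1.01% with reciprocal PCA. DPC and DSC counted together gave 25.5%, 12.1% and 14.3%, so that the recovery in DHT+Ab was smaller there. With reciprocal PCA the joint shares were 31.9%, 12.9% and 14.6%. There a DSC-like cluster of 1482, 200 and 172 cells shared *Foxp2*, *Robo2* and *Dkk2* with the unnamed cluster 9 of the main setting. The joint share of Con thus depends on whether such low-count cells are named. Why the boundary between DPC and DSC moved with the setting was not tested.

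The inverse correlations kept their sign under each setting, between -0.72 and -0.62 in whole skin and between -0.73 and -0.63 in DPC-like cells. Counts of reversed genes depended on the setting. A pseudocount of 10 left 246 genes higher and then lower and 111 lower and then higher in whole skin, 97 and 30 in DF-like cells, and 175 and 247 in DPC-like cells, where the main counts were 598 and 431, 296 and 166, and 490 and 828. A larger pseudocount shrinks the fold changes of low genes by construction. A minimum of 300 counts, which tests fewer genes, left 171 and 93 in DF-like cells and 222 and 451 in DPC-like cells. TMM scaling changed the split in whole skin to 813 higher and then lower against 262 lower and then higher, since it moves the center of all fold changes. At the average cell type composition, whole skin had 75 and 142.

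*Dkk3* in OB-like cells changed direction between DHT and Con when means over cells of log-normalized expression took the place of summed CPM, with a difference of 0.0291. In DHT+Ab vs DHT that difference was -0.0975, and the log2 fold change of CPM, -0.13 as reported, was -0.00414 without integration, -0.55 with reciprocal PCA and -0.55 at a resolution of 2. *Ckap4* kept its direction. Its log2 fold change DHT vs Con was 0.58 with TMM in DPC-like cells and 1.33 without integration in DSC-like cells. The differences of its means over cells were 0.296 in DHT vs Con and -0.107 in DHT+Ab vs DHT in DPC-like cells, and 0.477 and -0.370 in DSC-like cells, on another scale than log2 of CPM. With cells thinned to 3000 UMIs in place of 1500, which detects more by construction, 26.6%, 25.8% and 23.3% of OB-like cells of Con, DHT and DHT+Ab had a *Dkk3* UMI, 18.9%, 38.4% and 25.2% of DPC-like cells a *Ckap4* UMI, and 23.2%, 47.1% and 31.0% of DSC-like cells.

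The sub-cluster with the highest *Postn* level held 6.63%, 4.92% and 0.432% of OB-like cells in Con, DHT and DHT+Ab at a resolution of 1. Without integration it held 9.31%, 1.15% and 7.35%, with 1570 CPM of *Postn*. Another one there, with 1207 CPM, went from 4.32% in Con to 41.5% in DHT and 1.01% in DHT+Ab. One with 1264 CPM went from 20.2% to 1.97% and 3.03%. For *Aqp3*, no integration gave 2.46% in DHT and 16.0% in DHT+Ab. Another sub-cluster of that setting had practically the same *Aqp3* level and held 0.682% in Con, 43.0% in DHT and 1.59% in DHT+Ab, so that no direction for *Aqp3* can be read without integration. The cause of these shifts was not tested. The genes of epidermis and hair in DF-like cells had medians of -0.62 and 0.39 on the log2 scale, which changed direction to 0.0254 and -0.26 at a minimum of 300 counts, which leaves fewer genes in the list.

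Depth limits the smallest sums. DPC-like cells of DHT held 2603967 counts against 15849662 in Con, and random counting alone put a mean of 83.2 genes past the threshold in the direction lower and then higher.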

Differences from the paper's values

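Most tests in this part were set before the data were examined. Thresholds of 1.5 in DF-like cells and of 2 in whole skin were chosen only after the values were seen. So were the further sub-clusters for *Aqp3* and *Postn*.

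The paper shows DPCs as about 17% of cells in Con (Fig. 3B, read by eye), and the DPC-like share here was 11.0%. A mitochondrial limit of 5% (11.5%), a minimum of 500 genes (11.4%), no integration (12.3%) and DPC and DSC counted together (25.5%) came within 1.5 times of the paper's value. No doublet removal, the larger doublet share, reciprocal PCA and a resolution of 2 did not. In DHT the paper shows about 4.9% (Fig. 3B, read by eye), against 1.68% here, and none of these alternatives came within 1.5 times of it. The cell labels of the authors were not used here, so the classes were rebuilt.

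The paper gives a Pearson R of -0.63 for whole skin, where r was -0.71 here. None of the 9 alternatives closed the difference in full, and the nearest was the average cell type composition, with -0.62. For DPCs the paper gives -0.5, and r was -0.66 here. None of the 12 alternatives closed it, and the nearest was DPC and DSC counted together, with -0.63. Random splits of the DHT cells, so that each contrast had its own, gave a mean of -0.47. With no replicates there is no error to set these differences against.

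The paper reports 102 DF genes that were higher with DHT and reversed by the antibody, and 296 DF-like genes passed the rule of size here. A pseudocount of 10 gave 97, within 1.5 times of the paper's count, and the other 10 alternatives did not. A threshold of 1.5 in place of 1, chosen after the count was seen, gave 119, also within 1.5 times. For whole skin the paper shows about 140 such genes (Fig. 3C, read by eye), against 598 here. None of the 9 alternatives came within 1.5 times, and the nearest were 246 with a pseudocount of 10 and 75 at the average composition. A threshold of 2 in place of 1, chosen after the count was seen, gave 166, within 1.5 times. For DPCs at a threshold of 1.5 it shows about 110 (Fig. 4G, read by eye), against 191 here. Thinning to the smallest total gave 153, within 1.5 times of the paper's count, and the other 11 alternatives did not. The paper calls its genes significant, and no test was possible here with 1 library per condition.

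Mean *Ckap4* expression in DPCs of DHT is about 1.0 in the paper (Fig. 5A, read by eye), and was 0.618 here as a mean of log-normalized expression, on the assumption that both are on that scale. No alternative set before the data were examined was computed for this mean.

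The paper states that *Dkk3* in OB keratinocytes was strongly induced by DHT. Here its summed level was 127 CPM in Con and 109 CPM in DHT, and its mean over cells 0.503 and 0.532. The means that the paper shows, about 0.5 in Con and about 0.55 in DHT (Fig. 5A, read by eye), are within 1.5 times of these means. The paper places *Ckap4* foremost in DPCs and DSCs. In Con DF-like cells had the highest level, 185 CPM, against 80.4 CPM in DPC-like and 90.9 CPM in DSC-like cells. In DHT, DSC-like cells stood above DF-like cells. After thinning to 1500 UMIs, 29.2% of DSC-like, 18.5% of DF-like and 17.1% of DPC-like cells of DHT had a *Ckap4* UMI. In DHT+Ab the shares were 17.5%, 22.6% and 15.8%, with DF-like cells again highest.

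The paper states that *Postn*-positive and *Aqp3*-positive OB subpopulations expanded with DHT and shrank with the antibody. The sub-cluster with the highest *Postn* level went from 17.7% of OB-like cells in Con to 13.0% in DHT, and that with the highest *Aqp3* level from 11.8% in DHT to 12.7% in DHT+Ab. The fall of the former in DHT+Ab and the rise of the latter in DHT had the paper's direction. These shares leave out the unnamed cluster 26, nearest to OB and led by *Pthlh*, with 228, 35 and 370 cells of Con, DHT and DHT+Ab. At a resolution of 2 and with reciprocal PCA, a cluster led by *Pthlh* was named OB-like. Counting cluster 26 in the whole would lower the share of DHT+Ab most. The *Aqp3* direction from DHT to DHT+Ab therefore depends on how that cluster is named. Without integration, a sub-cluster picked after its values were seen had the paper's direction for *Aqp3*. With 526 CPM of *Aqp3*, practically the highest level, it went from 0.682% in Con to 43.0% in DHT and 1.59% in DHT+Ab. For *Postn*, a sub-cluster picked in the same way had 1207 CPM, below the highest level of 1570 CPM. It went from 4.32% to 41.5% and 1.01%, the paper's direction. One with 1264 CPM of *Postn* went from 20.2% to 1.97% and 3.03%.

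The paper reports stronger CXCL12 signaling from DFs, where *Cxcl12* went from 293 to 215 CPM within the class. The paper ties genes that rose with DHT and fell with the antibody in DPCs to non-canonical Wnt signaling. The non-canonical list here had a median log2 fold change of -0.21 in DHT vs Con and 0.36 in DHT+Ab vs DHT. It ties the reversed DF genes to the extracellular matrix, and the matrix list in DF-like cells had 0.08 and 0.25.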

Other observations

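The tests of free RNA, of the shared DHT library, of cell type composition, of a difference of the DHT library, of counting noise and of deep cells were chosen only after the results were seen, although the average composition and the values under no change had been set beforehand as an alternative and as a comparison.

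For the proteins that the paper stained, the mRNA can be read in these libraries. *H2-K1* was at 310.5, 309.9 and 234 CPM in DF-like cells of Con, DHT and DHT+Ab, and *H2-D1* at 723, 580.4 and 589 CPM. The level of *B2m* was 1174, 1225 and 1109.5 CPM. *Adgre1*, which encodes F4/80, was at 3.15, 13.1 and 11.6 CPM in whole skin, and at 123, 87.6 and 152 CPM in Myel-like cells, so that its rise in whole skin went with the number of Myel-like cells. In whole skin *Tgfb1* was at 92.2, 82.2 and 61.4 CPM.

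*Dkk2*, a DKK family member that the paper discusses for another mouse dataset, fell from Con to DHT and again in DHT+Ab. It was at 2261, 457 and 73.6 CPM in DPC-like cells of Con, DHT and DHT+Ab, and at 1784, 829.9 and 299 CPM in DSC-like cells, among whose naming markers it is. Its receptor genes stayed closer together, with *Lrp6* at 102, 97.5 and 123 CPM and *Kremen1* at 79.6, 54.5 and 112 CPM in DPC-like cells. *Ackr3* was at 165, 7.68 and 7.69 CPM in DPC-like cells and 233, 440.3 and 344 CPM in DF-like cells. *Hspb1* in DPC-like cells was at 977, 1709 and 115 CPM. No explanation of these values was tested.

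The rise of *Ccl2*, *Ccl7* and *Cxcl1* in DF-like cells of DHT was weighed against 2 technical explanations. After free RNA from other cells was subtracted, the smallest of the 3 log2 fold changes was 1.82, still past 1. As far as the estimate holds, this argues against free RNA as the whole source. The estimate rests on muscle markers alone. It gave 8.38%, 7.69% and 7.63% for DF-like cells of Con, DHT and DHT+Ab, but an impossible 122% for Neu-like cells of Con. Stress during dissociation of the DHT skin would raise immediate early and heat shock genes in other classes too. A list of 20 such genes had a median log2 fold change DHT vs Con of -0.0717 in EC-like, -0.60 in Lymph-like, -0.15 in OB-like and -0.24 in DF-like cells, which argues against it. A response of DFs to DHT may explain the rise, as a hypothesis, and a difference between the pools that treatment did not cause stays open.

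The inverse correlation in whole skin was weighed against the shared DHT library and against cell type composition. Gene values in random order gave a mean r of -0.50, and the observed -0.71 lay below their range. At the average composition r was -0.62, below the lowest random value for those levels, -0.52. That weighting fixed the shares of whole classes, with the unnamed clusters as 1 class, and not shifts within a class. Counting noise was not simulated for these levels, in which classes with few DHT cells gain weight. Whether composition is the whole source of the correlation is therefore left open. The count of genes past the threshold fell more. Only 75 genes were higher and then lower at the average composition, of which 49 were among the 598 of the whole-skin sums, and random order gave a mean of 84.6. In the other direction there were 142, of which 107 were among the 431, and random order gave 71.7. A difference of the DHT library that treatment did not cause, such as the hair cycle stage, the cut of the skin or the handling of that pool, would give the same inverse pattern. With 1 library per condition it and a reversal by the antibody cannot be told apart.

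In DPC-like cells the small DHT sum enters both contrasts, and counting noise alone gave a mean r of -0.86. With the DHT cells split at random so that each contrast had its own cells, the mean r was -0.47, which argues against counting noise as the whole source. This value is also near the -0.50 that equally variable libraries give, among which DHT is no more distinct than Con or DHT+Ab. The values are not like for like, since in random order the contrasts still share a library. In the split they do not, and each contrast has fewer DHT cells. The correlation therefore does not settle whether the DHT sum stood apart from both others.

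*Dkk3* in OB-like cells was lower in DHT than in Con by CPM and higher by the mean over cells. With each cell thinned to the same depth, the log2 ratio was -0.00805, with an interval from -0.34 to 0.31. The opposite signs are consistent with the weight of deep cells in the sum, and no difference between DHT and Con was detectable at this depth. After the same thinning, the log2 ratio of DHT+Ab to DHT was -0.48 (-0.90 to -0.06). Without thinning, the log2 fold change of CPM was -0.13. At 3000 UMIs per cell, 25.8% (21.7 to 30.2%) of OB-like cells of DHT had a *Dkk3* UMI. The share of DHT+Ab was 23.3% (19.9 to 27.0%), an interval that overlaps that of DHT. The size of this fall therefore depends on the depth chosen.

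*Ccl2* in DPC-like cells did not follow DF-like cells. It was at 53.8, 296 and 612 CPM in Con, DHT and DHT+Ab. Most of the *Ccl2* counts of DHT+Ab were in Myel-like and DPC-like cells, with 10364 and 9145 of 26651. The paper does not report this, and no explanation was tested.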
